# MLL1 and MLL1 fusion proteins have distinct functions in regulating leukemic transcription program

**DOI:** 10.1038/celldisc.2016.8

**Published:** 2016-05-17

**Authors:** Jing Xu, Li Li, Jie Xiong, Aaron denDekker, Andrew Ye, Hacer Karatas, Liu Liu, He Wang, Zhaohui S Qin, Shaomeng Wang, Yali Dou

**Keywords:** acute myeloid leukemia, epigenetic therapeutics, menin, MLL1, MLL fusion proteins

## Abstract

Mixed lineage leukemia protein-1 (MLL1) has a critical role in human MLL1 rearranged leukemia (*MLLr*) and is a validated therapeutic target. However, its role in regulating global gene expression in *MLLr* cells, as well as its interplay with MLL1 fusion proteins remains unclear. Here we show that despite shared DNA-binding and cofactor interacting domains at the N terminus, MLL1 and MLL-AF9 are recruited to distinct chromatin regions and have divergent functions in regulating the leukemic transcription program. We demonstrate that MLL1, probably through C-terminal interaction with WDR5, is recruited to regulatory enhancers that are enriched for binding sites of E-twenty-six (ETS) family transcription factors, whereas MLL-AF9 binds to chromatin regions that have no H3K4me1 enrichment. Transcriptome-wide changes induced by different small molecule inhibitors also highlight the distinct functions of MLL1 and MLL-AF9. Taken together, our studies provide novel insights on how MLL1 and MLL fusion proteins contribute to leukemic gene expression, which have implications for developing effective therapies in the future.

## Introduction

Histone H3 lysine 4 (H3K4) methyltransferase mixed lineage leukemia protein-1 (MLL1, also called MLL, KMT2A, HRX, HTRX and ALL1) is important for epigenetic maintenance of *Hox* gene expression, and is required for normal fetal and adult hematopoiesis [1]. Abnormalities of MLL1 on chromosome 11q23 were originally reported in a group of biphenotypic leukemia, where leukemic blasts express both lymphoid and myeloid surface antigens [2]. Majority of MLL1 abnormalities involve balanced chromosomal translocations that lead to production of over 70 in-frame oncogenic fusion proteins [3]. MLL1 fusion proteins retain the MLL1 N-terminal DNA-binding domains (for example, AT-hook and CxxC) [4–6], as well as the capability to interact with transcription cofactors such as MENIN [7–10] and PAF1C [11, 12]. These interactions have been shown to recruit MLL1 fusion proteins to their target genes. The C terminus of over 90% MLL1 fusion proteins is the transactivation domain from AF9, ENL, ELL, AF10, AF4 or AF6 [3]. Some fusion partner proteins are able to interact with histone H3K79 methyltransferase DOT1L (Dot1-like) [13–15], P-TEFb (positive transcription elongation factor b) [16, 17] or CBX8 (chromobox 8)/TIP60 (Tat-interacting protein 60) [18] to augment expression of *HOXA9* and *MEIS1* for leukemic transformation. Progress in the mechanistic understanding of *MLLr* leukemia has led to significant efforts in the development of targeted therapies in recent years [19–23].

Although MLL1 fusion genes are gain-of-function mutations, recent studies show that wild-type *MLL1* allele is still present in vast majority of *MLLr* leukemia [1]. Genetic deletion of *MLL1* completely blocks *MLLr* leukemia *in vivo* [24]. Targeting the MLL1 complex by small molecule inhibitor MLL1 is also able to inhibit *MLLr* and induce myeloblast differentiation *in vitro* [25]. As wild-type MLL1 and MLL1 fusion proteins share N-terminal DNA-binding domains, it is generally assumed that MLL1 and MLL1 fusion proteins cooperatively regulate a common set of downstream targets [26]. Consistent with this view, direct binding of MLL1 and MLL1 fusion proteins are detected at *Hoxa9* [27]. Recruitment of both proteins has also been described at other MLL1 targets such as *Hoxa7, Hoxa10* and *Meis1* [8, 28]. However, the joint targets of MLL1 and MLL1 fusion proteins has not been extensively characterized in *MLLr* leukemia beyond a handful of genes and it remains unclear how MLL1 and MLL1 fusion proteins contribute to their gene expression.

In this study, we have performed genome-wide analyses on wild-type MLL1 and H3K4me in murine MLL-AF9 leukemia cells. We show that contrary to the prevailing model, wild-type MLL1 binds to chromatin regions distinct from those of MLL1 fusion proteins, despite the shared N-terminal domains. We show that recruitment of wild-type MLL1 is regulated by its interaction with WDR5. Blocking MLL1–WDR5 interaction by small molecule inhibitor MM-401 disrupts MLL1 chromatin association at a significant subset of genes that are important for leukemogenesis. In further support of the MLL1 C-terminal domain in MLL1 recruitment, blocking MENIN interaction with MLL1 and MLL-AF9 has skewed effects on MLL1 fusion protein-mediated transcription. Taken together, our study highlights divergent functions of wild-type MLL1 and MLL1 fusion proteins in *MLLr* leukemia, and provides insights into mechanism-based therapeutic targeting.

## Results

### Wild-type MLL1 protein binds preferentially at gene enhancers in MLL-AF9 leukemia cells

To map the wild-type MLL1 complex in *MLLr* cells, we performed Illumina-based chromatin immunoprecipitation sequencing (ChIP-seq) for MLL1 and WDR5 in primary murine MLL-AF9 cells. The MLL-AF9 cells were derived by transducing bone marrow cells with MLL-AF9 as previously described [21]. Our MLL1 antibody [29] specifically recognized the 180 KDa MLL1 C-terminal fragment and therefore cannot detect the MLL-AF9 protein in leukemia cells (Supplementary Figure S1A). Immunoblot of whole-cell extracts from wild type and *Mll1*^−^^/−^ cells (Supplementary Figure S1A), as well as ChIP experiments at known MLL1-binding sites (Supplementary Figure S1B) confirmed specificity of the MLL1 antibody and its suitability in genome-wide studies. Using this MLL1 antibody in the ChIP-seq experiment, we identified 8 525 MLL1-binding peaks in MLL-AF9 cells using model-based analysis of ChIP-seq (MACS) with significance cutoff of *P*<10^−4^ (Supplementary Table S1). Among them, 13% of MLL1 peaks were located at transcription start sites (TSS) and gene promoters (within 2 kb upstream of TSS), whereas 79% of MLL1 peaks were at intergenic and intronic regions (Figure 1a). In comparison, ChIP-seq for WDR5 identified 13 075 peaks, with 50% of WDR5 binding at intergenic and intronic regions (Supplementary Figure S2A). Consistent with WDR5 as a core component of the MLL family histone methyltransferases [25, 30], ~60% of 5 233 annotated MLL1 targets had WDR5 binding (Figure 1b). In comparison, 40% of WDR5 targets were also bound by MLL1 in MLL-AF9 cells (Figure 1b). WDR5 had much higher promoter occupancy (~37% of total; Supplementary Figure S2A), probably due to its presence in multiple MLL family histone methyltransferases [1].

We next examined the global distribution of mono-, di- and tri-methylated histone H3K4 (H3K4me1, H3K4me2 and H3K4me3) in the MLL-AF9 cells. Significant enrichment of H3K4me1, H3K4me2 or H3K4me3 was found at or near MLL1 peak centers (Figure 1c and Supplementary Figure S2B). Specifically, H3K4me2 was found at majority of the MLL1 direct targets and all MLL1/WDR5 joint targets (3 010; Figure 1b). WDR5, MLL1 and H3K4me1/2 were enriched at promoter (TSS) and enhancer regions (Figure 1d), supporting an important role of the MLL1 complex in transcription regulation. To validate the ChIP-seq results for MLL1 and WDR5, and to establish MLL1-dependent H3K4me in MLL-AF9 cells, we treated the cells with small molecule inhibitor MM-401 that blocks the MLL1–WDR5 interaction [25]. Interestingly, complete or partial loss of H3K4me2 was detected at 10 118 loci, which account for ~60% of total H3K4me2 peaks (Supplementary Figure S2C). Majority of genes that had H3K4me2 change upon MM-401 treatment are MLL1 and WDR5 direct targets (Supplementary Figure S2C), which were defined as targets of the MLL1 complex. Gene ontology analyses showed that they were enriched in gene pathways such as cell signaling, transcription, hypoxia, hematopoiesis and myeloid differentiation (Figure 1e).

### MLL1 and MLL fusion proteins have distinct genome-wide distributions

After establishing the direct gene network for the MLL1 complex, we next compared the MLL1-binding sites with previously reported binding sites for the MLL-AF9 fusion protein in the same cells (that is, L-GMPs (Il-7R^−^Lin^−^Sca-1^−^c-Kit^+^CD34^+^FcγRII/III^+^)) [21]. The ChIP-seq results for MLL1 and MLL-AF9 were comparable as shown by similar signal/noise ratio for each data set (Supplementary Figure S1C). To make a direct comparison, we applied the same algorithm and significance cutoff to identify peaks for both MLL1 and MLL-AF9 (see Supplementary Method). Like MLL1, MLL-AF9 preferentially bound at intergenic (46%) and intronic regions (43%; Supplementary Figure S2D). Consistent with previous studies, binding of both MLL1 and MLL-AF9 was identified at 5′ *Hoxa* genes and *Meis1* gene loci (Figure 1f). However, to our surprise, there were minimal overlaps between MLL1 and MLL-AF9 peaks in the genome (Figure 2a). As shown in Figure 2a, we used two different significance cutoffs for peak calling and the results were the same. Specifically, with *P*<10^−5^ as the significance cutoff, a total of 1 409 peaks were identified for MLL-AF9 (Figure 2a), similar to what was previously described [21]. Using the same criterion (that is, *P*<10^−5^), 1 430 MLL1 peaks were identified by MACS (Figure 2a). Only 121 out of 1 430 and 1 409 total peaks for MLL1 and MLL-AF9, respectively, overlapped within a 2 kb region (Figure 2a). Similar results were obtained when we increased the significance cutoff to *P*<10^−4^. In this case, 441 out of 8 525 MLL1 and 5 923 MLL-AF9 peaks overlapped within a 2 kb region (Figure 2a). These results suggested that there was limited physical overlap between MLL1 and MLL-AF9 in MLL-AF9 cells. Consistent with divergent distribution, no significant enrichment of H3K4me1, H3K4me2 or H3K4me3 was found at the MLL-AF9 binding sites (data not shown).

Interestingly, when we compared the annotated targets for MLL1 (and MLL-AF9 (significance cutoff of *P*<10^−4^)), we found that 1 369 genes had both MLL1 and MLL-AF9 binding (for complete list see Supplementary Table S2), which comprise ~26% of total MLL1 (5 233) and 44% of total MLL-AF9 targets (3 140), respectively (Figure 2b). A closer examination showed that with rare exceptions (for example, *Hoxa* and *Meis1*), MLL1 and MLL-AF9 bound to distinct chromatin regions at their joint targets (Figure 2c). Consistent results were also obtained when we used a significance cutoff of *P*<10^−5^ for target identification. In this case, MLL1 and MLL-AF9 shared 418 joint targets, representing 33% of total MLL1 targets (1 504) and 54% of total MLL-AF9 targets (780). The lack of physical overlap between MLL1 and MLL-AF9 peaks (Figure 2a) in the genome, even at their joint targets, suggests that these two proteins are probably recruited by different mechanisms. Indeed, motif analyses showed that MLL1 and MLL-AF9-binding sites were enriched for distinct DNA consensus sequences (Figure 2d). Interestingly, the MLL1-binding sites had modest enrichment for consensus sequences of ETS family transcription factors. Given that aberrant expression of ETS family transcription factors is associated with poor prognosis in acute myeloid leukemia [31–33] and that integrity of some of these factors are important for *MLLr* leukemogenesis [34], it is likely that wild-type MLL1 functions in *MLLr* leukemia, at least in part, by regulating ETS function at active enhancers. In contrast, different consensus sequences were derived from MLL-AF9-binding sites. Moderate enrichment of DNA-binding motifs for embryonic transcription factors (for example, Sox10 and Eomes) and T-cell transcription factors (for example, Tbet and GATA3) were found, consistent with adoption of a more primitive transcription program in *MLLr* leukemia [35, 36].

### Blocking MLL1 or MLL-AF9 has different effects on transcriptome of *MLLr* leukemia cells

The distinct genome-wide distribution of MLL1 and MLL-AF9 implies that they probably have different functions in regulating transcriptome of MLL-AF9 cells. 

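Xist, the RNA that coats the inactive X chromosome, stood between 928 and 3051 CPM in 9 of the 10 libraries and at 4.76 in DMSO replicate 2. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 178 CPM in DMSO replicate 2 and to no more than 0.0883 in any other library. By these genes DMSO replicate 2 reads as male and the other 9 libraries read as female. Beyond the sex chromosomes, Mpo, the myeloperoxidase of primary granules, had 9074 normalized counts in DMSO replicate 1 and 113170 in replicate 2, and Hoxa11 had 4449 and 434. Between the DMSO replicates 2505 of 12971 genes lay more than 2-fold apart, against 443 for MM-401, 740 for EPZ5676, 787 for MI-2-2 and 525 for iBET. The biological coefficient of variation was 0.437 for the DMSO pair and 0.110 to 0.197 for the inhibitor pairs. All 10 libraries, 2 for each of 5 conditions, enter the comparisons that follow. Where 1 DMSO library is left out, the control is the other alone, with its spread taken from the inhibitor groups.

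**Figure D1:**
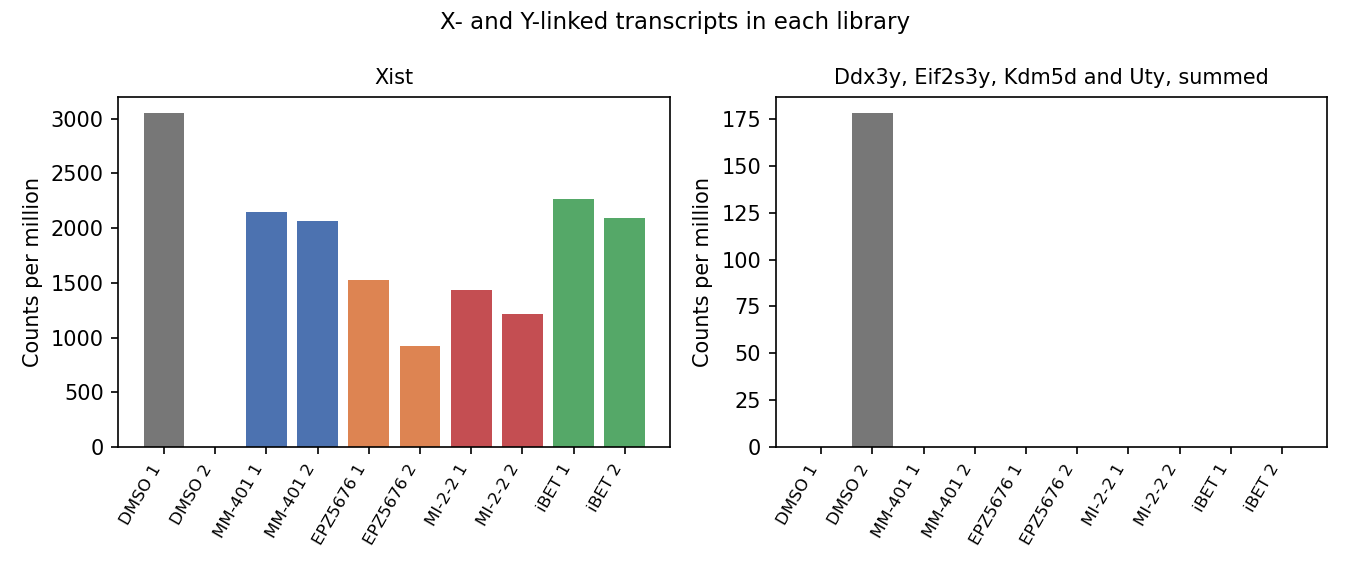
CPM of Xist and of the sum of Ddx3y, Eif2s3y, Kdm5d and Uty in each of the 10 libraries.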

To study their respective functions on gene expression, we decided to perform Illumina-based RNA-sequencing analyses on MLL-AF9 cells treated with different small molecular inhibitors that target WDR5 (that is, MM-401) [25], DOT1L (that is, EPZ5676) [21, 22], MENIN (that is, MI-2-2) [20] or BRD4 (that is, iBET) [23] (Figure 3a). These inhibitors block *MLLr* leukemia by targeting either transcription cofactors that physically interact with MLL1 (for example, WDR5) or MLL1 fusion proteins (for example, DOT1L and MENIN). The BRD4 inhibitor inhibits *MLLr* leukemia by destabilizing ETS family transcription factors in hematopoietic cells [34] and disrupting pTEFb-dependent gene regulation [37]. As the control, we treated MLL-AF9 cells with 0.01% dimethyl sulfoxide (mock). Respective GI (growth inhibition)_50_ concentration was used for each inhibitor to minimize indirect effects. After 4-day treatment, myeloblast differentiation was obvious for cells that were treated with MM-401 [25], but not other inhibitors (data not shown). 

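Among the named genes with the smallest p between MM-401 and DMSO, Prkar2b, a regulatory subunit of protein kinase A, stood at a log2 fold change of −1.00 ± 0.102 (standard error) and Arrdc3, an arrestin that restrains growth signaling, at −2.79 ± 0.413. On the higher side were Cybb, the NADPH oxidase subunit of phagocytes, at 1.77 ± 0.284, Il1rn, the interleukin-1 receptor antagonist, at 2.12 ± 0.363, Zyx, a focal adhesion protein, at 0.85 ± 0.143, and Ppargc1a, a coactivator of mitochondrial genes, at 3.08 ± 0.527. None of them passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in which the smallest adjusted p, that of Prkar2b, was 0.135. Of 12971 genes tested with 2 libraries per condition, 0 passed in edgeR, while 1450 had an unadjusted p under 0.05 (725 higher and 725 lower), where chance alone would give 649. The DESeq2 Wald test called 286 genes, 155 higher and 131 lower. Without DMSO replicate 1 edgeR called 1368 genes, against the male library alone, so part of them may be differences of that library, and without DMSO replicate 2 it called 0. With 1 control library left, that 0 does not show that the MM-401 differences come from DMSO replicate 2. In simulated counts with the spread pooled over all groups, edgeR found 23 of 100 2-fold changes and 72 of 100 4-fold changes. The biological coefficient of variation was 0.235 over all 5 groups and 0.437 for the DMSO pair. Many changes near 2-fold would thus be missed here, and fewer 4-fold changes may be found than in the simulation. By the fold rule, without a test, 242 of 11639 genes lay above 2-fold and 536 below it, 778 together. That total was 1451 without DMSO replicate 1, 3241 without the filter on low values, 454 with a pseudocount of 1 in place of 0.01, 446 with at least 1 CPM in both groups, and 492 with a filter on RPKM.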

As shown in Figure 3b, 1 943 genes showed more than twofold expression changes after MM-401 treatment as compared with mock-treated cells. Similarly, inhibiting BRD4, DOT1L or MENIN also induced significant transcriptome changes (Figure 3b and Supplementary Figure S3A and B). 

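EPZ5676 and MI-2-2 raised Adam19, a membrane metalloprotease, by log2 8.39 ± 0.668 and 9.35 ± 0.674, Ch25h, which makes 25-hydroxycholesterol, by 7.23 ± 0.513 and 6.93 ± 0.51, and Abcc3, an organic anion transporter, by 4.18 ± 0.21 and 6.48 ± 0.227. Meis1, the homeobox partner of HOXA9, fell by log2 5.67 ± 0.585 and 6.12 ± 0.599, and Glra3, a glycine receptor subunit, fell by 6.54 ± 0.664 and 5.25 ± 0.595. Among the falls after iBET were those of Erg, an ETS factor of blood stem cells, at −5.67 ± 0.333, Vcam1, a vascular adhesion molecule, at −5.35 ± 0.49, and Siglec5, a sialic acid receptor, at −3.74 ± 0.213. Nrp1, a semaphorin receptor, rose by log2 3.86 ± 0.39 and Trim30d by 3.13 ± 0.327 after iBET. Each of these values had an adjusted p of 0.00292 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over all 12971 genes edgeR called 4942 for EPZ5676, 5373 for MI-2-2 and 1806 for iBET. DESeq2 called 5407, 5779 and 2830. Fewer genes passed without EPZ5676 replicate 2 (2639), without MI-2-2 replicate 1 (3507) and without MI-2-2 replicate 2 (2772). The iBET total was 150 without iBET replicate 2, 262 without iBET replicate 1, 976 and 979 without MM-401 replicate 1 or 2, 2864 without DMSO replicate 2 and 3720 without DMSO replicate 1. When an inhibitor and DMSO were fitted alone, without the other libraries, edgeR called 1174 genes for EPZ5676, 1147 for MI-2-2 and 0 for iBET, so every iBET call against DMSO named in the text ends in that fit.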

Interestingly, although both MLL1 and BRD4 inhibition led to the downregulation of a majority of genes, MENIN and DOT1L inhibition led to upregulation of most genes in the cells (Supplementary Figure S3A and B). 

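The genes that passed split almost evenly between higher and lower. EPZ5676 raised 2430 genes and lowered 2512, MI-2-2 raised 2626 and lowered 2747, and iBET raised 828 and lowered 978 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes changed beyond 2-fold, the higher side held 1564 for EPZ5676 and 1683 for MI-2-2, against 1023 and 1117 on the lower side. For iBET 292 rose and 716 fell beyond 2-fold. Examples on the higher side for the DOT1L and MENIN inhibitors are Klf4, a factor that halts the cell cycle, at log2 2.69 ± 0.404 and 3.06 ± 0.408, and Mrc1, the macrophage mannose receptor, at 6.29 ± 0.689 and 6.84 ± 0.702, with edgeR adjusted p of 0.00225 or less. On the lower side Myb, a factor of progenitor growth, stood at −1.59 ± 0.169 and −1.81 ± 0.17, and Cdk6, a cyclin-dependent kinase, at −1.93 ± 0.252 and −1.67 ± 0.249, with edgeR adjusted p of 0.0021 or less. By the fold rule on CPM, 1504 of 3288 genes rose after EPZ5676 (45.7%), 1581 of 3369 after MI-2-2 (46.9%), 513 of 1786 after iBET (28.7%) and 31.1% after MM-401. With TMM effective library sizes the fold rule gave 1802 higher and 1303 lower for EPZ5676 and 1899 and 1358 for MI-2-2, so the side with the majority turned with the scaling for these inhibitors. Scaling to total counts alone moved the median of all genes by log2 −0.169 for EPZ5676 and −0.150 for MI-2-2, and edgeR then counted 1930 genes up and 3631 down for EPZ5676.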

Pairwise comparison of overall transcriptome changes showed that MLL1 inhibition had modest correlation with that of DOT1L, BRD4 or MENIN inhibition with Pearson correlation coefficients (PCC) of ~0.5 in each case (Figure 3c and Supplementary Figure S3B). In contrast, the BRD4 inhibitor had distinct effects on *MLLr* transcriptome from that of the DOT1L inhibitor with PCC of ~0.2. 

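Adam19 stood at log2 2.83 ± 0.836 and Meis1 at −0.71 ± 0.454 after MM-401 (0.07 without DMSO replicate 2), and the fold change of Abcc3, the anion transporter, was 0.51 ± 0.214. Cybb and Itgam, an integrin of phagocytes, leaned the same way in all but iBET, with 1.77 and 0.95 for MM-401, 5.40 and 2.53 for EPZ5676, 5.24 and 2.68 for MI-2-2 and −0.45 and −0.39 for iBET. Over genes beyond 2-fold for either inhibitor, the Pearson r of MM-401 was 0.480 with EPZ5676 (3898 genes), 0.534 with MI-2-2 (4043 genes) and 0.446 with iBET (2801 genes). Leaving out DMSO replicate 1 raised r to 0.759, 0.786 and 0.762, where unchanged groups against that single control gave 0.961, 0.961 and 0.976 in simulation. All fold changes share the same DMSO pair, which alone makes them correlate. In 20 simulations of unchanged inhibitor groups against a shared control, the covariance averaged 0.395 with EPZ5676, 0.395 with MI-2-2 and 0.398 with iBET. The measured covariance was 0.404, 0.463 and 0.365, and the highest simulated values were 0.449, 0.443 and 0.450. The MI-2-2 value lay above its highest simulated value and the other values below theirs. Taken from the difference between the 2 DMSO libraries, the shared part of the covariance was 0.441, which leaves −0.038, 0.022 and −0.076. Unchanged groups hold no effects of their own, so their simulated r is no bound for a measured r. Without DMSO replicate 1 the covariance was 1.88, 2.01 and 1.48, above the highest simulated values of 1.14, 1.15 and 1.14. Without DMSO replicate 2 it was 0.507, 0.514 and 0.504, below the simulated averages of 1.02, 1.02 and 1.03. The controls cannot be divided into sets of 2, and part of r may come from them.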

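Erg rose by log2 2.34 ± 0.232 after EPZ5676 and fell by 5.67 ± 0.333 after iBET. Camp, the cathelicidin of secondary granules, rose by 6.02 ± 0.283 and fell by 3.92 ± 0.269, and Cebpe, the factor that switches those granule genes on, rose by 1.85 ± 0.249 and fell by 2.08 ± 0.254. Lhfpl2, a tetraspan membrane protein, rose by 1.75 ± 0.23 and fell by 3.56 ± 0.264. Nrp1 and Lyz2, the lysozyme of myeloid cells, rose with both, by 4.22 ± 0.395 and 4.04 ± 0.277 after EPZ5676 and by 3.86 and 2.00 ± 0.255 after iBET. Each of these changes had an adjusted p of 0.005 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the genes called by edgeR for both inhibitors, 352 rose with both, 303 fell with both and 275 went opposite ways, where independent calls would put 155 and 189 in the shared directions. The DMSO pair is common to both, so part of the shared calls may come from it. Unchanged groups simulated against shared controls gave a covariance of 0.396, and 0.127 was measured. Less the shared part of 0.441 taken from the 2 DMSO libraries, −0.315 was left, and −0.190 for MI-2-2 and iBET. The covariance of both pairs was thus negative once that part was taken off. The direct contrast in edgeR called 4879 genes, 2482 higher in EPZ5676 and 2397 higher in iBET, and 5248 passed in DESeq2. It called 3066 without EPZ5676 replicate 2, 3247 without EPZ5676 replicate 1, 2831 without iBET replicate 1 and 2248 without iBET replicate 2. Pearson r between their fold changes was 0.159 over 4536 genes, and 0.553 without DMSO replicate 1, where simulation of unchanged groups gave 0.960. The covariance was then 1.51, above the highest simulated value of 1.13. Without DMSO replicate 2 it was 0.184, below the simulated average of 1.02. MI-2-2 and iBET gave r of 0.237 over 4672 genes, 420 shared rises, 372 shared falls and 243 opposite calls, a covariance of 0.252 where the simulation gave 0.395, and 5034 genes in the direct edgeR contrast (2553 higher in MI-2-2). Without DMSO replicate 1 the r of MI-2-2 and iBET was 0.603, and without a library of either pair the contrast called 2816, 2792, 2825 and 2096 genes for MI-2-2 replicates 1 and 2 and iBET replicates 1 and 2.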

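The direct contrast of the MENIN and DOT1L inhibitors held 2 genes called by edgeR, Abcc3 among them, which rose with both and further with MI-2-2. Tmcc1, an endoplasmic reticulum protein, rose by log2 2.54 ± 0.117 after EPZ5676 and 2.65 ± 0.118 after MI-2-2, and Cxcr2, the chemokine receptor of neutrophils, by 5.36 ± 0.439 and 6.22 ± 0.454. Epha7, an ephrin receptor, fell by 2.17 ± 0.189 and 3.06 ± 0.197. For all of these, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p of 0.000474 or less against DMSO. Across the transcriptome 2139 genes rose with both inhibitors and 2116 fell with both (edgeR), where independent calls would give 492 and 532, and 2 went opposite ways. In the direct contrast 937 genes had an unadjusted p under 0.05 and DESeq2 called 156. The edgeR count was 109 without DMSO replicate 1, 111 without DMSO replicate 2 and 0 without any single inhibitor library, and 0 with total counts scaling and 7 without the count filter. Pearson r was 0.939 over 4262 genes. The covariance of 1.79 stood above the highest value of 0.445 in simulations of a shared control, and part of the shared calls may come from that control.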

One unexpected result from the experiment is that, despite MENIN interaction with both MLL1 and MLL-AF9, inhibiting MENIN led to almost identical transcriptome changes as the DOT1L inhibitor (PCC=0.91; Figure 3c). This result argues that blocking MENIN has skewed effects on MLL1 fusion proteins, raising questions on the importance of MENIN-MLL1 interaction in genome-wide MLL1 recruitment (see below).

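The authors argue from this likeness that the effects of blocking MENIN are skewed toward the fusion proteins. Among genes of the complexes themselves, Dot1l, the H3K79 methyltransferase, fell by log2 0.54 ± 0.119 after EPZ5676 and by 0.41 ± 0.119 after MI-2-2, and Psip1, the chromatin tether of MENIN, by 0.59 ± 0.119 and 0.65 ± 0.119, with adjusted p of 0.027 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Dot1l call ended without EPZ5676 replicate 2 and, for MI-2-2, without either MI-2-2 library, either MM-401 library or DMSO replicate 2. Men1 was at −0.20 ± 0.254 and −0.28 ± 0.254, and Kmt2a, which encodes MLL1, at 0.24 ± 0.155 and 0.27 ± 0.155, none of them called. Wdr5 was at 0.12 ± 0.159 after MM-401 and did not pass either. Of the 30 tested inhibitor target and cofactor genes, 4 rose and 8 fell after EPZ5676, 5 rose and 11 fell after MI-2-2, 3 rose and 0 fell after iBET and 0 passed after MM-401. The EPZ5676 falls were 13 without DMSO replicate 1, 5 without DMSO replicate 2 and 4 and 3 without EPZ5676 replicate 1 and 2, and its rises 0 without EPZ5676 replicate 2 and 2 without any other inhibitor library. For MI-2-2 the falls were 6 without DMSO replicate 2, 7 without either MM-401 library and 4 and 3 without MI-2-2 replicate 1 and 2, with 3 and 2 rises there. MM-401 and iBET each lowered 4 without DMSO replicate 1, and iBET raised 6 without DMSO replicate 2, 1 without either MI-2-2 library and 0 without any other inhibitor library. With total counts scaling EPZ5676 raised 0 and MI-2-2 3, and with DESeq2 size factors iBET raised 1. Brd2, a chromatin reader, was among the rises after iBET at 0.61 ± 0.151, a call that ended without any one of the inhibitor libraries. RNA levels of these genes say nothing of where the proteins bind.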

In addition to genome-wide correlation, we examined the transcription outcome of MLL1 and MLL-AF9 joint targets after inhibitor treatments. 

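Of the joint targets, Gpr84, a fatty acid receptor of myeloid cells, fell after iBET by log2 2.62 ± 0.19, Lhfpl2 by 3.56 and Plekhh2, a protein of the actin cortex, by 2.82 ± 0.212, with adjusted p of 0.00107 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After MM-401 the joint targets nearest to a call included Prkar2b, Osbpl1a, an oxysterol-binding protein, at −0.79 ± 0.126, and Gpr84, at 1.24 ± 0.173. Of 984 joint targets with enough counts, edgeR called 0 after MM-401, where 139 had an unadjusted p under 0.05. When adjusted over the list alone, 1 rose and 2 fell after MM-401. After iBET 88 rose and 91 fell in edgeR, and 102 and 103 when adjusted over the list alone. The median of all 984 was −0.008 after MM-401 and 0.024 after iBET, close to the medians of −0.006 and −0.039 for the other genes. Without DMSO replicate 2 the MM-401 median turned to 0.013, the iBET counts were 145 and 127, and the iBET median 0.071. The fold rule keeps the targets beyond 2-fold and drops the rest, so its median cannot lie near 0. It kept 90 targets for MM-401, 23 up and 67 down, with a median of −1.24, and 176 for iBET, 50 up and 126 down, with a median of −1.66. The iBET median was −1.15 without DMSO replicate 1 and −1.31 without DMSO replicate 2.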

Inhibiting both MLL1 and BRD4 led to the downregulation of most MLL1 and MLL-AF9 targets with median log2 fold change of −2 (Figure 3d and Supplementary Table S3). In contrast, MENIN and DOT1L inhibition resulted in half of MLL1 and MLL-AF9 joint targets being up- or downregulated with median log2 fold change of +1.5 (Figure 3d and Supplementary Table S3). 

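Joint targets went both ways with the DOT1L and MENIN inhibitors. Ch25h rose with both, and Atg16l2, an autophagy protein, rose by log2 2.41 ± 0.178 after EPZ5676 and 2.47 ± 0.178 after MI-2-2. Pdcd4, an inhibitor of translation, fell by 1.90 ± 0.119 and 1.24 ± 0.117, and Fut8, a fucosyltransferase, by 2.90 ± 0.172 and 1.60 ± 0.164. Each had an adjusted p of 0.000676 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the tested joint targets, 231 rose and 199 fell after EPZ5676, and 238 rose and 233 fell after MI-2-2 (edgeR). The counts adjusted over the list alone were 236 and 207 for EPZ5676 and 241 and 240 for MI-2-2. The medians over every tested target were −0.005 and −0.009, against −0.064 and −0.057 for the other genes. Without DMSO replicate 2 the medians became 0.052 and 0.066, and without DMSO replicate 1 0.049 and 0.057. Among targets kept by the fold rule, 137 of 292 rose after EPZ5676 (46.9%) and 140 of 303 after MI-2-2 (46.2%), and the medians were −1.06 and −1.05. These medians fall on whichever side of 0 holds the larger number of targets. With TMM effective library sizes they were 1.10 and 1.09, and the MI-2-2 median was 1.00 without DMSO replicate 1 and 1.00 without DMSO replicate 2.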

The difference of MLL1 and DOT1L/MENIN inhibition in gene expression was significant (*P*<4.535E-06, Wilcoxon test, Figure 3d), supporting divergent roles of MLL1 and MLL-AF9 in regulating the leukemic transcription program. 

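Direct contrasts show which genes set MM-401 apart. Meis1, Myb and Cdk6 stayed higher with MM-401 than with EPZ5676, by log2 4.96, 1.67 and 2.39, and Camp and Ltf, the lactoferrin of secondary granules, stayed lower, by −4.75 and −5.80, with adjusted p of 0.00143 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between MM-401 and EPZ5676 edgeR called 4320 genes, 2149 higher with MM-401 and 2171 lower, and between MM-401 and MI-2-2 it called 4630, 2289 higher and 2341 lower. The DESeq2 counts were 4904 and 5200. Between MM-401 and iBET edgeR called 1484 genes, 773 higher and 711 lower, and DESeq2 2342. These contrasts do not use the DMSO libraries except through the shared estimate of spread. Leaving out MM-401 replicate 1 or 2 gave 1594 and 1556 genes for EPZ5676, 1863 and 1729 for MI-2-2, and 266 and 183 for iBET. Leaving out replicate 1 or 2 of the other inhibitor gave 2612 and 2174 for EPZ5676, 2613 and 2175 for MI-2-2, and 274 and 223 for iBET, and leaving out DMSO replicate 1 or 2 gave 3133 and 3207 for iBET. Wilcoxon tests across the joint targets kept by the fold rule (n = 90, 292, 303 and 176 genes) gave p = 7.82e-05 for MM-401 against EPZ5676, 9.997e-05 against MI-2-2 and 0.433 against iBET, 0.916 for EPZ5676 against MI-2-2, 2.75e-10 for EPZ5676 against iBET and 6.61e-10 for MI-2-2 against iBET. The test takes genes, which share libraries, as independent, and its p for MM-401 against MI-2-2 was 0.137 with at least 1 CPM in both groups. For MM-401 against iBET it was 0.000358 without the filter on low values and 0.0121 without DMSO replicate 2. The authors read this difference as support for divergent roles of MLL1 and MLL-AF9.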

Representative genes that were changed by inhibitor treatments are shown in Supplementary Figure S4.

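Of the genes in that figure, Egr2, an early response factor, rose by log2 3.47 ± 0.66 after EPZ5676 and 3.93 ± 0.669 after MI-2-2, Alcam, an adhesion molecule of leukocytes, by 3.55 ± 0.556 and 3.68 ± 0.559, L1cam, an adhesion molecule of neurons, by 4.21 ± 0.416 and 4.21 ± 0.416, and Nfam1, an immune receptor, by 1.88 ± 0.154 and 1.70 ± 0.153. Lcn2, the iron-binding lipocalin of neutrophils, rose by 5.35 ± 0.862 and 5.07 ± 0.851, and Itgb2, the leukocyte integrin chain, by 1.47 ± 0.274 and 1.49 ± 0.274. Muc13, a membrane mucin, fell by 3.79 ± 0.383 and 2.49 ± 0.359, and Dlc1, a GTPase regulator, by 3.12 ± 0.842 and 3.63 ± 0.863. Adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.022 or less for these. The Dlc1 call ended without replicate 2 of either inhibitor, to log2 −2.31 and −3.02. Myadm, a myeloid membrane protein, rose by 1.90 ± 0.47 and 1.98 ± 0.471, a call lost without replicate 1 of either inhibitor, and Lif, a cytokine, rose after MI-2-2 by 2.53 ± 0.763, lost without MI-2-2 replicate 1, DMSO replicate 2 or either MM-401 library (edgeR adjusted p of 0.0304 or less). Vcam1, which fell after iBET, stood at 0.28 ± 0.374 and 0.37 ± 0.373 after EPZ5676 and MI-2-2, neither of them called, and without DMSO replicate 2 the MI-2-2 value was 1.01 and passed (edgeR adjusted p of 0.045). After MM-401 Alcam was at 1.24 ± 0.52, L1cam at 1.55 ± 0.389, Nfam1 at 0.70 ± 0.15 and Muc13 at 0.04 ± 0.338, with edgeR adjusted p of 0.273 at the least. Alcam passed against DMSO replicate 2 alone, at 2.48 (edgeR adjusted p of 0.00916), and DESeq2 called L1cam. Cdkn1a, the p21 cell cycle inhibitor, was at −0.14 ± 0.594 and 0.24 ± 0.593 and did not pass, and its DMSO libraries held 5943 and 1366 normalized counts. Against DMSO replicate 2 alone it passed on the higher side with all 4 inhibitors, at 1.28 and 1.67 for these 2 (edgeR adjusted p of 0.032 or less). Fgfrl1, Slc16a3 and Zfp385a passed with none of the inhibitors in edgeR, with log2 fold changes after iBET of 0.95, −1.81 and 1.03. Without DMSO replicate 2 Zfp385a passed after EPZ5676, MI-2-2 and iBET, at 1.56, 1.80 and 1.74, and Fgfrl1 after EPZ5676 at −1.88, and without DMSO replicate 1 Fgfrl1 passed after iBET at 1.64 (edgeR adjusted p of 0.0399 or less). DESeq2 called Fgfrl1 for EPZ5676, Slc16a3 for iBET and Zfp385a for MI-2-2, and total counts scaling called Fgfrl1 for EPZ5676. Flt3 was read at very low counts, 1 and 29 in the DMSO libraries and 0 after EPZ5676 and MI-2-2, and passed with no inhibitor. It passed after iBET without DMSO replicate 2, at 6.03 (edgeR adjusted p of 0.0101), and on the lower side after EPZ5676 and MI-2-2 without DMSO replicate 1, without the count filter and in DESeq2, and after MI-2-2 with total counts scaling. Meis2 and Nfatc4 fell under the filter on low counts.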

Gene pathway analyses showed that MLL1-regulated genes were enriched for cell–cell signaling, cell adhesion and cell differentiation pathways (Figure 3e). 

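After MM-401 the adhesion genes nearest to a call were Zyx, L1cam and Itgb3, the platelet integrin chain, at log2 −1.39 ± 0.341, and the nearest cytokine gene was Il1rn. Of 40 tested cell adhesion genes 0 passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 1 rose when adjusted over the list alone. Of 43 cytokine, growth factor and receptor genes 0 passed, and 1 rose adjusted over the list alone. The adhesion list had a camera adjusted p of 0.074 with the preset correlation of 0.01 and an adjusted p = 0.41 with an estimated correlation. For the cytokine list these were 0.0486 and an adjusted p = 0.488 with an estimated correlation. The cytokine call ended without DMSO replicate 2 (camera adjusted p of 0.471) and without MM-401 replicate 1 (0.28). Markers of differentiated cells leaned further. Of 18 secondary granule and neutrophil genes, 8 rose adjusted over the list alone, with a median of 1.20, and of 28 monocyte and macrophage genes 11 rose, with a median of 1.25, though 0 of either list passed over all genes in edgeR. Camera called the neutrophil list at an adjusted p of 1.09e-13 and the monocyte list at 7.09e-16, but the adjusted p = 0.218 and 0.214 with an estimated correlation. Ltf stood at 2.07 ± 0.481, Camp at 1.27 ± 0.233 and Mrc1 at 3.28 ± 0.644. Without DMSO replicate 1 the edgeR rises were 11 for adhesion (with 6 falls), 8 for cytokines, 12 for neutrophil genes and 5 for monocyte genes, and without DMSO replicate 2 the neutrophil median was 0.65. Hematopoietic transcription factor genes, 26 tested, had a camera adjusted p of 0.0236 with a median of 0.14, and an adjusted p = 0.218 with an estimated correlation, with 0 called and 0 adjusted over the list alone, and the camera call ended without any one library other than MM-401 replicate 2.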

Gene set enrichment analyses showed significant correlation of MLL1 transcriptome with that of *Hoxa9/Meis1* (Supplementary Figure S5A) and *Myc/Mad1* (Supplementary Figure S5B and C), which are established targets for MLL-AF9/DOT1L and BRD4, respectively. This result suggests that MLL1 probably promotes *MLLr* leukemia by targeting both Hoxa9/Meis1-dependent and -independent transcription programs. 

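Meis1 fell with the DOT1L and MENIN inhibitors and stood at log2 −0.23 ± 0.452 after iBET. Hoxa9, the homeobox gene that MLL fusions switch on, fell by 0.55 ± 0.1251 after EPZ5676 (adjusted p = 0.0117 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lost without EPZ5676 replicate 1 or 2), and was at −0.09 ± 0.1247 after MM-401, −0.11 ± 0.1247 after MI-2-2 and 0.31 ± 0.1248 after iBET, where it passed on the higher side without DMSO replicate 1, at 0.44. Hoxa7, Hoxa10 and Hoxa11 passed with no inhibitor in edgeR, and after MM-401 they were at −0.19, 0.61 and 1.11. Without DMSO replicate 2 Hoxa10 passed at −1.16 after EPZ5676 and 0.70 after iBET, and Hoxa11 at −1.70 after EPZ5676 (edgeR adjusted p of 0.0269 or less). Leaving out DMSO replicate 1 instead, edgeR called Hoxa11 higher after all 4 inhibitors, at 1.64 after EPZ5676, Hoxa10 higher after MM-401, MI-2-2 and iBET, at 1.40, 1.38 and 1.99, and Hoxa7 lower after EPZ5676, MI-2-2 and iBET, at −1.13, −0.64 and −1.12. Myc fell by 1.10 ± 0.276 after EPZ5676 and 1.44 ± 0.278 after MI-2-2 (edgeR adjusted p of 0.0164 or less, lost for EPZ5676 without its replicate 2), and was at −0.39 ± 0.273 after MM-401 and −0.59 ± 0.274 after iBET. Mxd1, which encodes Mad1, rose by 3.23 ± 0.495 and 3.04 ± 0.49 with EPZ5676 and MI-2-2 (edgeR adjusted p of 0.00273 or less) and was at −0.15 ± 0.457 after MM-401.

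Of 16 Hoxa cluster and Meis and Pbx genes, MM-401 and iBET moved 0 in edgeR, EPZ5676 raised 3 and lowered 4, and MI-2-2 raised 5 and lowered 2, and the lowest camera adjusted p of the list was 0.192, against 0.0115 for EPZ5676 without DMSO replicate 2. The EPZ5676 falls numbered 8 without DMSO replicate 2, 7 without DMSO replicate 1, 2 without EPZ5676 replicate 1 and 1 without EPZ5676 replicate 2, and the MI-2-2 rises 9 without DMSO replicate 1 and 3 without MI-2-2 replicate 1. MI-2-2 lowered 4, and MM-401 and iBET raised 4 and 6, without DMSO replicate 1. Of 18 MLL leukemia self-renewal genes, 9 fell after EPZ5676, Runx2 among them at log2 −1.17 ± 0.116, and 10 after MI-2-2, with 0 after MM-401 and 1 rise each after MI-2-2 and iBET (edgeR). Adjusted over the list alone 13 and 11 fell. Camera gave adjusted p of 5.59e-06 for EPZ5676, 0.000393 for MI-2-2 and 0.981 for MM-401, with an adjusted p = 0.214, 0.258 and 0.988 with an estimated correlation. Without DMSO replicate 1 the EPZ5676 falls were 16, MM-401 raised 3, iBET raised 4 and lowered 5, and camera called the list lower for MM-401 (adjusted p of 0.0141). Without DMSO replicate 2 iBET raised 5 and camera called the list higher for iBET (adjusted p of 0.0201).

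Myc target and ribosome biogenesis genes fell almost throughout, 35 of 38 after EPZ5676 and 36 after MI-2-2, with medians of −1.31 and −1.46, and adjusted over the list alone 36 and 37 (edgeR). Odc1, the first enzyme of polyamine synthesis, fell by log2 1.57 ± 0.15 and 1.44 ± 0.149, and Npm1, the nucleolar chaperone, after MI-2-2 by 1.95 ± 0.244 (edgeR adjusted p of 0.00113 or less). Camera adjusted p was 9.92e-14 and 1.36e-15, and the adjusted p = 0.429 and 0.403 with an estimated correlation. The falls numbered 19 without EPZ5676 replicate 1 and 21 without MI-2-2 replicate 1. After MM-401 0 of these genes passed, 0 adjusted over the list alone, with a median of 0.09, a camera adjusted p of 0.429 and an adjusted p = 0.911 with an estimated correlation. After iBET 2 fell in edgeR (1 adjusted over the list alone), camera gave an adjusted p of 0.00655 for a median of −0.34, and the adjusted p = 0.73 with an estimated correlation. The iBET falls ended without iBET replicate 1. Without DMSO replicate 1 falls appeared after MM-401 and grew in number after iBET, and without DMSO replicate 2 some rises were called after iBET. The MM-401 median was −0.22 without DMSO replicate 1 and 0.53 without DMSO replicate 2, with camera adjusted p of 0.000145 and 3.19e-14. The iBET median turned to 0.15 without DMSO replicate 2, and the camera call ended there (0.355) and without iBET replicate 1 (0.0652). In direct contrasts edgeR put 36 of the 38 genes higher with MM-401 than with EPZ5676 and 37 higher than with MI-2-2, 25 and 30 higher with iBET than with EPZ5676 and MI-2-2, and 2 higher with MM-401 than with iBET. Of 9 Myc network genes EPZ5676 raised 3 and lowered 2, MI-2-2 raised 3 and lowered 2, iBET moved 1 each way and MM-401 moved 0. Without DMSO replicate 2 EPZ5676 raised 5 of them. The authors propose that MLL1 acts on both Hoxa9/Meis1-dependent and independent programs.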

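Psat1 and Shmt2, enzymes of serine and glycine synthesis, fell by log2 1.23 ± 0.192 and 1.57 ± 0.175 after EPZ5676 and by 1.86 ± 0.196 and 1.74 ± 0.175 after MI-2-2, and Iars, an aminoacyl-tRNA synthetase, by 1.08 ± 0.121 and 1.17 ± 0.121, each with an adjusted p of 0.00261 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After MM-401 Psat1 was at −0.36 ± 0.189, Shmt2 at −0.26 ± 0.17 and Chac1, a glutathione-degrading enzyme, at −1.04 ± 0.306, none of them called. Of 31 mTORC1 and ATF4 amino acid genes, 14 fell after EPZ5676 and 19 after MI-2-2, 1 after iBET and 0 after MM-401 (edgeR), or 14, 21, 1 and 0 adjusted over the list alone. The falls were 9 without EPZ5676 replicate 2 and 9 without MI-2-2 replicate 2, and for iBET 3 and 4 without DMSO replicate 1 and 2. For MM-401 the list had a median of −0.35 and a camera adjusted p of 1.49e-05, and an adjusted p = 0.472 with an estimated correlation. EPZ5676 gave a camera adjusted p of 1.14e-05 and MI-2-2 of 2.7e-08, and an adjusted p = 0.472 and 0.403 with an estimated correlation.

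Glycolytic hypoxia genes were lower in the MM-401 libraries without passing, Ldha at log2 −0.62 ± 0.406 and Pgk1 at −0.89 ± 0.553. The 26 hypoxia genes had a median of −0.62 after MM-401, a camera adjusted p of 0.00156 and an adjusted p = 0.631 with an estimated correlation, with 0 called in edgeR and 0 adjusted over the list alone. The camera call ended without DMSO replicate 1 (0.935, median −0.15) and without MM-401 replicate 2 (0.283, median −0.25). After iBET Slc2a3, a glucose transporter, fell by 3.85 ± 0.733 and 3 of the list fell in all, to 1 without either MM-401 library and 0 without either iBET library, with a camera adjusted p of 0.0014, an adjusted p = 0.631 with an estimated correlation and 3 falls adjusted over the list alone. Slc2a3 instead rose by 2.98 ± 0.685 after EPZ5676 and 3.18 ± 0.691 after MI-2-2, and Pfkfb4, a regulator of glycolysis, by 2.49 ± 0.237 and 2.11 ± 0.234 (edgeR adjusted p of 0.0158 or less), while the Slc2a3 call after iBET ended without either iBET library. The camera call for iBET ended without DMSO replicate 1 (0.289). Of the list 3 rose after EPZ5676, and 3 rose and 1 fell after MI-2-2 (3 falls without DMSO replicate 2).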

Enrichment of gene sets such as mTOR antagonist rapamycin and hypoxia were also found (Supplementary Figure S5D and E). 

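Neutrophil genes rose with the DOT1L and MENIN inhibitors. Ltf rose by log2 7.87 ± 0.617 after EPZ5676 and 8.06 ± 0.622 after MI-2-2, Retnlg, a resistin-like secreted protein, by 7.49 ± 0.561 and 9.08 ± 0.588, and Anxa1, which ends inflammation, by 5.61 ± 0.421 and 5.36 ± 0.416 (adjusted p of 0.000373 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 18 tested secondary granule and neutrophil genes, 17 rose after EPZ5676 and 17 after MI-2-2 with 0 falls, while 2 rose and 5 fell after iBET. Adjusted over the list alone these were 17, 17, 2 and 7. Camera adjusted p was 2.41e-24, 1.13e-22 and 0.000812, and the adjusted p = 0.214, 0.214 and 0.472 with an estimated correlation. The iBET falls were 12 without DMSO replicate 2, 3 without either MM-401 library and 2 without either iBET library, and the camera call for iBET ended without DMSO replicate 1 (0.0577). In direct contrasts edgeR put 18 of the 18 genes higher with EPZ5676 than with iBET, 18 higher with MI-2-2 than with iBET and 0 apart between EPZ5676 and MI-2-2.

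Monocyte and macrophage genes followed the same division, with 21 of 28 higher after EPZ5676 and 23 after MI-2-2 against 2 after iBET (edgeR) and 1 fall with each of these 3, or 22, 23 and 3 adjusted over the list alone. Msr1, a scavenger receptor, rose by log2 6.01 ± 0.662 and 5.43 ± 0.648, and Ccl2, a chemokine for monocytes, by 6.29 ± 0.912 and 6.90 ± 0.927 (edgeR adjusted p of 0.00201 or less). Camera adjusted p was 2.14e-11 for EPZ5676 and 8.45e-13 for MI-2-2, and the adjusted p = 0.231 and 0.218 with an estimated correlation. Of 26 interferon genes 19 and 22 rose after EPZ5676 and MI-2-2, with Ifitm3, a barrier to virus entry, at 3.36 ± 0.345 and 3.32 ± 0.345, and after iBET 5 rose and Ifit2 fell by 2.62 ± 0.328 (edgeR adjusted p of 0.00475 or less). Adjusted over the list alone 20, 23 and 5 interferon genes rose, camera adjusted p was 1.56e-08, 8.93e-11 and 0.00319, and the adjusted p = 0.357, 0.337 and 0.581 with an estimated correlation. The interferon rises were 12 without EPZ5676 replicate 1, 14 without MI-2-2 replicate 1, and for iBET 12 without DMSO replicate 1, 2 without iBET replicate 1 and 1 without iBET replicate 2, and the camera call for iBET ended without DMSO replicate 2 (0.152). The monocyte rises after iBET ended without MM-401 replicate 1 and the fall without iBET replicate 1, and both grew in number without DMSO replicate 1. Of 43 cytokine, growth factor and receptor genes 23 rose and 3 fell after EPZ5676 (1 without either EPZ5676 library, 5 with total counts scaling) and 26 rose and 2 fell after MI-2-2, the rises being 23 and 26 adjusted over the list alone, with camera adjusted p of 4.75e-07 and 2.32e-09 and an adjusted p = 0.214 and 0.214 with an estimated correlation.

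The primary granule genes called with these inhibitors were mostly falls. Cst7, a cystatin of leukocytes, fell by log2 1.54 ± 0.14 after EPZ5676, 1.50 ± 0.139 after MI-2-2 and 3.42 ± 0.151 after iBET, and Elane, the neutrophil elastase, by 2.29 ± 0.352 after MI-2-2 and 2.87 ± 0.361 after iBET (edgeR adjusted p of 0.00477 or less). Of 10 primary granule genes 6, 6 and 5 fell and 1, 2 and 1 rose, the falls being 6, 6 and 5 adjusted over the list alone, with camera adjusted p of 0.0201, 0.00528 and 1.15e-05 and an adjusted p = 0.218, 0.214 and 0.214 with an estimated correlation. Without either iBET library 2 fell after iBET. The camera call for EPZ5676 ended without DMSO replicate 1 (0.122), DMSO replicate 2 (0.111) or EPZ5676 replicate 1 (0.0743). Mpo moved with DMSO replicate 2, at −3.28 after EPZ5676, −6.18 after MI-2-2 and −7.40 after iBET, and at −0.51, −3.40 and −4.65 without that library, and its EPZ5676 call ended there and without any one inhibitor library, its iBET call without either iBET library.

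**Figure D2:**
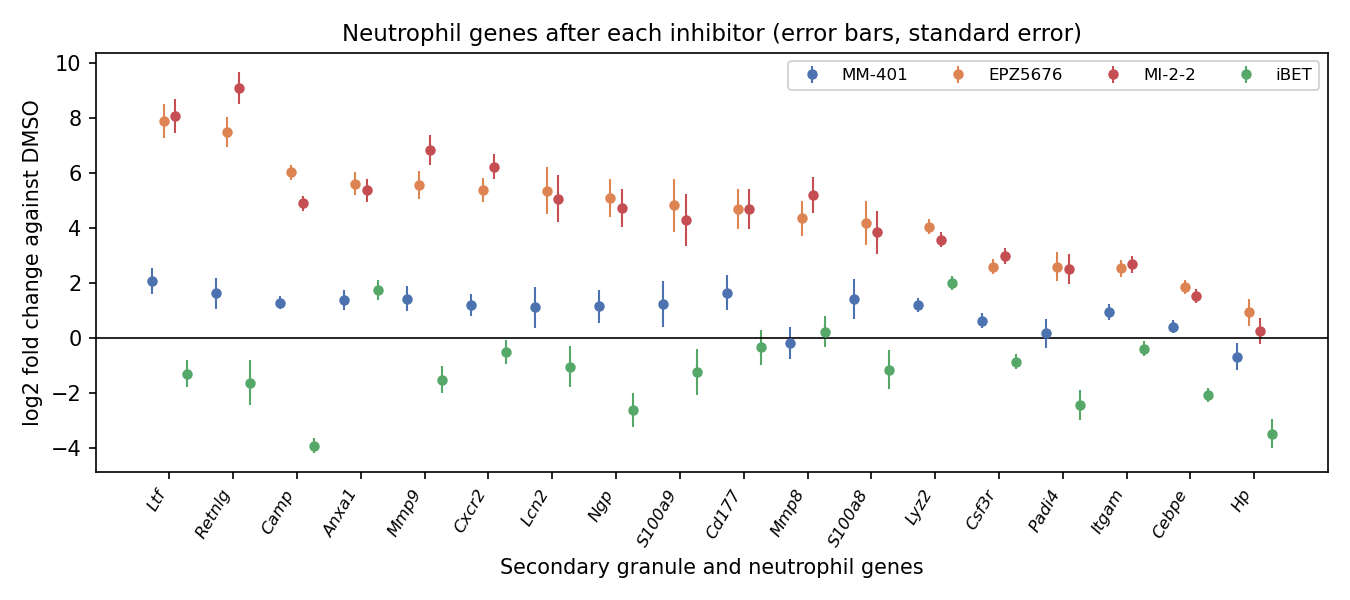
Log2 fold changes against DMSO with standard errors derived from the edgeR test for 18 secondary granule and neutrophil genes after each of the 4 inhibitors.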

Gene ontology analyses showed that DOT1L and MENIN regulated an indistinguishable set of gene pathways (Supplementary Figure S5F), whereas BRD4-dependent pathways were largely different (Supplementary Figure S5G). Interestingly, gene pathways that were upregulated by MENIN/DOT1L inhibitors include a pathway for negative cell proliferation (Supplementary Figure S5H), which may contribute to their potent inhibition of *MLLr* leukemia.

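Btg2 and Tob1, antiproliferative partners of the mRNA deadenylase, rose by log2 2.39 ± 0.289 and 2.27 ± 0.308 after EPZ5676 and by 2.61 ± 0.291 and 2.04 ± 0.306 after MI-2-2, and Klf6, a growth-restraining zinc finger factor, by 1.50 ± 0.22 and 1.69 ± 0.221. Cdkn2c, the p18 inhibitor of CDK4 and CDK6, fell instead, by 2.20 ± 0.273 and 3.26 ± 0.287. Each had an adjusted p of 0.00211 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 28 negative regulators of proliferation, 10 rose and 3 fell after EPZ5676, 11 rose and 3 fell after MI-2-2, 2 rose and 1 fell after iBET and 0 passed after MM-401. The rises adjusted over the list alone were 13 and 11. Camera adjusted p was 0.0024 and 0.01, and the adjusted p = 0.429 and 0.472 with an estimated correlation. The rises were 17 and 18 without DMSO replicate 1, and 7 after MI-2-2 without either MI-2-2 library. Without replicate 2 of the inhibitor 1 fell after EPZ5676 and 1 after MI-2-2. The iBET calls of this list ended without MM-401 replicate 1. Without DMSO replicate 1 rises appeared after MM-401 and grew in number after iBET, and without DMSO replicate 2 the iBET falls grew in number. Genes of the dividing cell fell in part. Mcm7, a subunit of the replicative helicase, fell by 0.85 ± 0.137 and 1.18 ± 0.137, and Cdc6, a loader of that helicase, by 0.70 ± 0.12 and 1.05 ± 0.121 (edgeR adjusted p of 0.00373 or less). Of 36 cell cycle genes 9 fell and 4 rose after EPZ5676, and 11 fell after MI-2-2, 9 and 11 falls adjusted over the list alone. Camera called the list for MI-2-2 at an adjusted p of 0.00348, and an adjusted p = 0.218 with an estimated correlation. For EPZ5676 the camera adjusted p was 0.271. The rises after EPZ5676 were 0 without EPZ5676 replicate 1, 1 without any other inhibitor library, 2 without DMSO replicate 2, 7 without DMSO replicate 1 and 0 with total counts scaling. The authors propose that the rise of such genes adds to the growth inhibition.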

### MLL1 chromatin recruitment depends on its interaction with WDR5

The distinct genome-wide distribution of MLL1 and MLL-AF9, as well as the skewed effects of MENIN inhibitor on MLL-AF9-dependent transcription suggest that the N-terminal domains of MLL1 probably have a lesser role in targeting the wild-type protein. To test this, we examined genome-wide MLL1-binding after disruption of the MLL1–WDR5 interaction by MM-401. As the control, we had also performed ChIP-seq for WDR5 after MM-401 treatment. As summarized in Figure 4a, MM-401 treatment led to WDR5 dissociation from ~2 500 gene loci. Consistent with this finding, ~70% of these loci had loss of WDR5 binding in *Mll1*^−/−^ cells as well (Figure 4b). MM-401 treatment also led to the loss of MLL1 binding at 1 641 gene loci (Figure 4a), accounting for 32% of total MLL1-binding sites in MLL-AF9 cells. Among the genes that had altered expression as well as reduction of H3K4me upon MM-401 treatment, the MLL1 complex was disrupted at nearly half of these genes with 18 and 34% loss of MLL1 or WDR5 binding, respectively (Figure 4c). Gene ontology term analyses showed that these MLL1 targets were functionally relevant and they were enriched for pathways, such as acute and chronic myeloid leukemia (Figure 4e). ChIP confirmations for MLL1, WDR5 and H3K4me2 at representative genes (for example, Flt3, Meis2, Cebpε and Egr2) are shown in Figure 4d.

To confirm the results in human leukemia cells that carry MLL1 translocation, we performed ChIP experiments for MLL1, WDR5 and H3K4me2, using MOLM13 cells that harbor MLL-AF9 translocation. As shown in Supplementary Figure S6B, dissociation of MLL1 or WDR5 at the same selective MLL1 targets was detected upon MM-401 treatment. Taken together, our results suggest that MLL1 chromatin recruitment partially depends on its C-terminal interaction with WDR5 [30]. It implies that small molecule inhibitor MM-401 inhibits *MLLr* leukemia by two compatible modes of actions: blocking MLL1 methyltransferase activity and disrupting MLL1 complex integrity at a significant subset of MLL1 targets.

## Discussion

Here we show that despite shared DNA-binding as well as cofactor-interacting domains at the N terminus, wild-type MLL1 and MLL-AF9 are recruited to distinct chromatin regions, and have divergent functions in regulating the leukemia transcription program. We further demonstrate that MLL1, partly through its C-terminal interactions with the MLL1 core complex, is mostly recruited to regulatory enhancers that are enriched for H3K4me. Inhibiting MLL1 by small molecule inhibitor MM-401 leads to transcriptome changes that partially overlap with that of MLL fusion proteins in *MLLr* leukemia.

Genome-wide distribution of MLL1 has been previously studied in human leukemia cells. It has been shown that MLL1 is highly enriched at gene promoters and has important roles in transcription initiation [38]. However, MLL1 has also been reported to bind both gene promoters and enhancers in macrophages and functions to define cellular identities together with lineage specific transcription factors [39]. The genome-wide binding of MLL1 by ChIP-seq in murine leukemia cells have not been reported. Our study here shows that MLL1 mostly binds to intergenic and intron regions in murine MLL-AF9 leukemia cells. The MLL1-binding sites are enriched for H3K4me marks as well as consensus sequences of ETS family transcription factors (for example, PU.1 and FLI1 [39, 40]; Figure 1), albeit modestly. Importantly, inhibiting MLL1 by MM-401 led to disruption of the MLL1 complex and reduction of majority of H3K4me2 (60%) in MLL-AF9 cells (Supplementary Figure S2). It is likely that targeting MLL1 blocks *MLLr* leukemogenesis by dysregulating the epigenetic/enhancer landscapes [41], which is distinct from that of MLL1 fusion proteins [21, 42, 43]. Consistent divergent chromosomal localization of MLL1 and another MLL1 fusion protein MLL-AF4 [43] was also observed (Supplementary Figure S6A). We notice that previous studies in human leukemia cells show that both MLL1 and MLL1 fusion gene MLL-AF4 are more enriched at gene promoters [42, 43], instead of intergenic or intronic regions (Figure 1a and Supplementary Figure S2D). The exact reason for this discrepancy is not clear and we cannot completely rule out that they are due to differences in MLL1 antibodies in these studies or the fact that MLL1 fusion genes in human leukemia cells reside at endogenous MLL1 locus, rather than of random integration as the result of retroviral-mediated transduction. Nonetheless, our studies suggest that in the commonly used murine *MLLr* leukemia model, MLL1 and MLL1 fusion proteins are targeted to different regions in the genome despite their shared DNA-binding and cofactor interaction domains at the N terminus.

The distinct distribution of MLL1 and MLL-AF9 in the genome directly challenges the general assumption that MLL1 binding is mainly mediated by its N-terminal DNA-binding domains or by its interaction with transcription cofactors MENIN and LEDGF [26]. Instead, our study suggests a partial reliance of MLL1 C-terminal domains for chromatin association. In support, the MENIN inhibitor MI-2-2 shows a skewed effect on the MLL-AF9-dependent transcriptome in *MLLr* cells (Figure 3). We envision that in addition to MENIN dependent MLL1 recruitment, MLL1 can also be recruited by interacting with transcription (co)-factors such as E2Fs, p53 and c-Myc via WDR5, which in turn, interacts with the histone H3 tail or non-coding RNAs and therefore serves as an anchor to guide the stepwise assembly of the MLL1 complex [1]. In this scenario, disrupting MLL1–WDR5 interaction by MM-401 leads to the disruption of MLL1 chromatin binding, which occurs at 18% of MLL1 targets with transcription changes in MLL-AF9 cells (Figure 4c). Alternatively, the MLL1 SET domain is able to directly interact with transcription factor (for example, RUNX1) [44] or single-strand RNAs [45], which can potentially recruit MLL1 to chromatin. In this scenario, disrupting MLL1–WDR5 interaction by MM-401 will lead to dissociation of WDR5 from the MLL1 targets, which is observed at 34% of MLL1 targets in MLL-AF9 cells that show transcription changes (Figure 4c). In the absence of the MLL1 C-terminal domains, as in the case of MLL1 translocation, MLL1 fusion proteins have to rely more on MENIN/LEDGF interaction for stable chromatin association. Our study is also consistent with a previous report that MENIN is only a sub-stoichiometric component of the MLL1 complex [46]. In light of our finding here, it would be interesting to test whether blocking other MLL1 N-terminal interactions (for example, MLL1 CxxC) also leads to more profound impacts on MLL1 fusion protein function.

The divergent functions of MLL1 and MLL-AF9 in *MLLr* leukemia suggest that small molecule inhibitors targeting these proteins probably inhibit *MLLr* leukemia through distinct mechanisms. Consistent with this view, only modest overlap has been found in the transcriptome-wide changes after MM-401 or MENIN/DOT1L treatment (Figure 3d). One surprising finding of our study is that inhibiting DOT1L and MENIN leads to strikingly similar changes in *MLLr* transcriptome. They go beyond the MLL-AF9 direct targets and result in global activation of majority of non-MLL-AF9 targets (Supplementary Figure S3A). 

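The joint target list holds genes bound by both MLL1 and MLL-AF9, and targets of MLL-AF9 alone are not analysed here. Among genes named here that are not on the joint target list, Adam19, Camp and Retnlg rose with both inhibitors and Glra3 fell with both. Ifi27l2a, an interferon gene of mitochondria, rose by 3.99 ± 0.327 and 4.45 ± 0.332, and Srgn, the proteoglycan core of granules, fell by 2.36 ± 0.291 and 2.16 ± 0.289, with adjusted p of 0.00142 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 77 ribosomal protein genes show falls of smaller size, 59 of them called after MI-2-2 and 20 after EPZ5676, with 1 rise each (edgeR), and with Rps2 at −0.90 ± 0.107 and −1.04 ± 0.107. Adjusted over the list alone 69 fell after MI-2-2 and 5 after EPZ5676, camera adjusted p was 3.34e-12 and 0.000393, and the adjusted p = 0.281 and 0.522 with an estimated correlation. The MI-2-2 falls were 26 without MI-2-2 replicate 2. For EPZ5676 they were 13 without DMSO replicate 2, 5 and 7 without EPZ5676 replicate 1 and 2, 9 without either MM-401 library, 10 and 9 without iBET replicate 1 and 2, and 41 with total counts scaling.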

As both MENIN and DOT1L have been reported to have significant roles in non-MLL1-containing protein complexes (for example, KMT2B for MENIN) [1, 3], future delineation of MENIN and DOT1L functions, especially at non-MLL1 targets, is warranted.

## Materials and Methods

### Cell culture conditions

MLL-AF9-transduced mouse bone marrow cells (MAF9), Hoxa9/Meis1-transduced mouse bone marrow cells (HM) and *Mll1*^*Flox+/+*^*;* *ER-Cre*^*+/*−^ mouse bone marrow cell transduced with MLL-AF9 were cultured in Iscove’s modified Dulbecco’s medium with 15% fetal bovine serum and 10 ng ml^−1^ interleukin-3. For obtaining MLL1 knockout cells, *Mll1*^*Flox+/+*^*;* *ER-Cre*^*+/*−^ were treated with 400 nM of 4-Hydroxytamoxifen for 2 days, MLL1 deletion efficiency was determined by genotyping.

### Cell viability assays

MM-401, EPZ5676, MI-2-2 and iBET Inhibitors were diluted by culture media with 0.1% dimethyl sulfoxide. A measure of 2×10^4^ ml^−1^ of MAF9 and HM cells were treated with each inhibitor at different dosage for 4 days. Viability was determined using the CellTiter-Glo Kit (Promega, Madison, WI, USA) according to the manufacturer’s recommendations. Luminescence was monitored on the Molecular Dynamics plate reader (Molecular Devices, Sunnyvale, CA, USA).

### Gene expression analyses

MLL1-AF9 cells were cultured for 4 days in the presence of MM-401, EPZ5676, MI-2-2 and iBET at respective GI_50_ dose. Cells were collected by centrifugation at 300×*g* and washed with 1× phosphate-buffered saline. RNAs from duplicated biological samples were extracted. 1 μg of total RNA was reverse transcribed using Transcriptor First Strand Synthesis kit (Invitrogen, Carlsbad, CA, USA). Real time-PCR was performed on the ABI7300 (Applied Biosystems, Carlsbad, CA, USA) thermo-cycler.

### Chromatin immunoprecipitation experiment

Approximately 1×10^8^ MLL-AF9 cells were treated with 20 μM MM-401 for 2 days. Dimethyl sulfoxide treatment (0.1%) was used as the control. For MLL1 deletion, ~1×10^8^ MLL-AF9 transduced MLL1^*flox/flox*^, ER-Cre^*+/*−^ cells were treated with 400 nM 4-Hydroxytamoxifen for 2 days. In this case, ethanol-treated cells were used as the control. After treatments, cells were cross-linked with 2 mM disuccinimidyl glutarate (Sigma 80424, St Louis, MO, USA) for 30 min at room temperature. Following two washes with 1× phosphate-buffered saline, cells were incubated for 10 min with 1% formaldehyde. Then cells were lysed and the chromatin was sheared for 3× at 20 min. The immunoprecipitation using anti-MLL1, WDR5 or H3K4me2 was performed according to previously published protocol [29].

### ChIP-seq, RNA-sequencing, gene ontology and gene set enrichment analyses

ChIP-seq and RNA-sequencing library preparation and sequencing were performed at University of Michigan DNA Sequencing Facility. For details of data analyses see Supplementary Information.

### Accession numbers

The data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE68823.

## Figures and Tables

**Figure 1:**
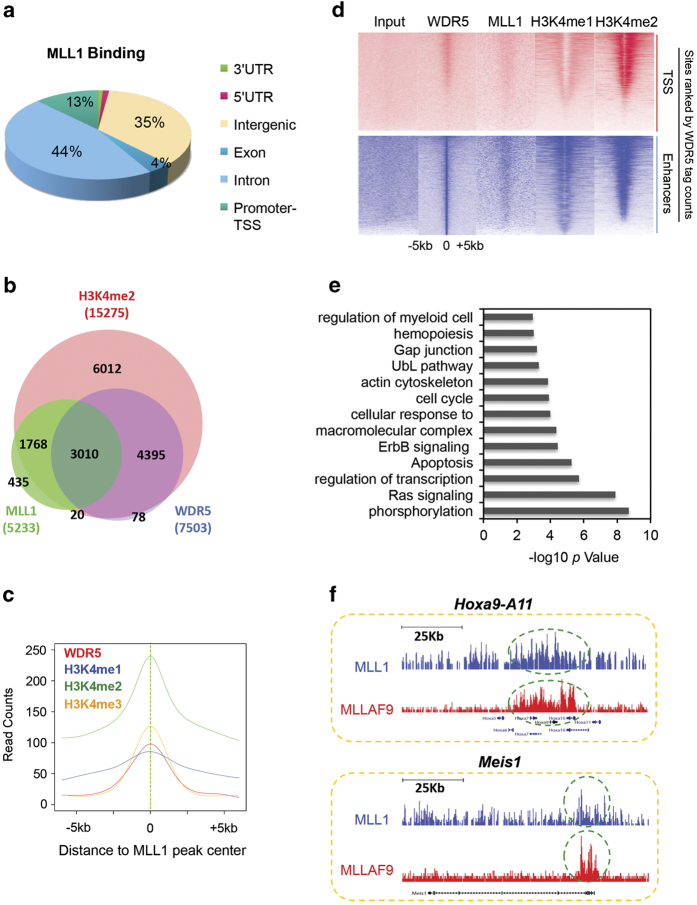
ChIP-seq analyses for the MLL1 complex in the MLL-AF9 cells. (**a**) Genome-wide distribution of MLL1 relative to gene structure. Relative ratio of MLL1 peaks at each defined genomic region versus total peaks was indicated as %. (**b**) Venn diagram of overlap among the annotated targets for MLL1, WDR5 and H3K4me2. (**c**) WDR5, H3K4me1, H3K4me2 and H3K4me3 ChIP-seq meta-profile of MLL1-binding sites. Read counts were normalized to the total number of tags in each sample. (**d**) Heat map representation of ChIP-seq peaks for WDR5, MLL1 and H3K4me2 within ±5 kb of TSS (top) or enhancers (bottom) in MLL-AF9 cells. The rank was ordered from highest to lowest tag counts for WDR5. Red/Blue means enrichment, white means no signal. Total enrichment within ±5 kb of TSS was calculated. (**e**) Gene ontology term analysis of 3 010 direct targets of the MLL1 complex. (**f**) ChIP-seq occupancy profiles of MLL1 (blue) and MLL-AF9 (red) at *Hoxa9-11* and Meis1 loci as indicated on top.

**Figure 2:**
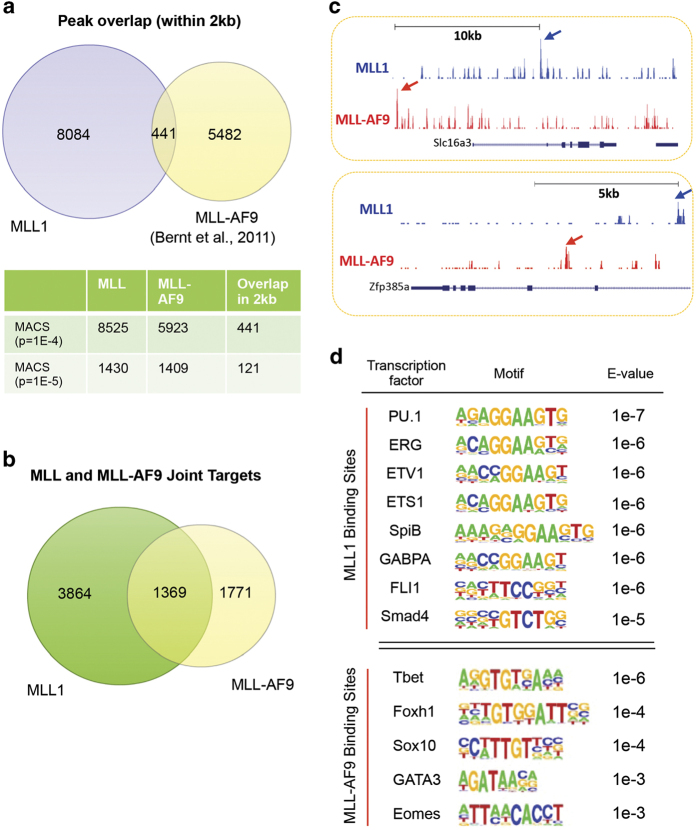
MLL1 and MLL-AF9 bind to distinct chromatin regions. (**a**) Venn diagram of overlap between MLL1 and MLL-AF9 ChIP-seq peaks in the genome. MLL-AF9 ChIP-seq data were previously published (GSE29130) [21]. Bottom, peak numbers for MLL1, MLL-AF9 and their overlaps identified by different significance cutoff using MACS. (**b**) Venn diagram of overlap of the annotated MLL1 and MLL-AF9 direct targets in the MLL-AF9 cells. (**c**) ChIP-seq occupancy profiles of MLL1 (blue) and MLL-AF9 (red) at *Slc16a3* and *Zfp385a* loci as indicated. The arrows indicated the ChIP-seq peaks. (**d**) Motif analyses performed on MLL1 (top) or MLL-AF9 (bottom) occupied sites.

**Figure 3:**
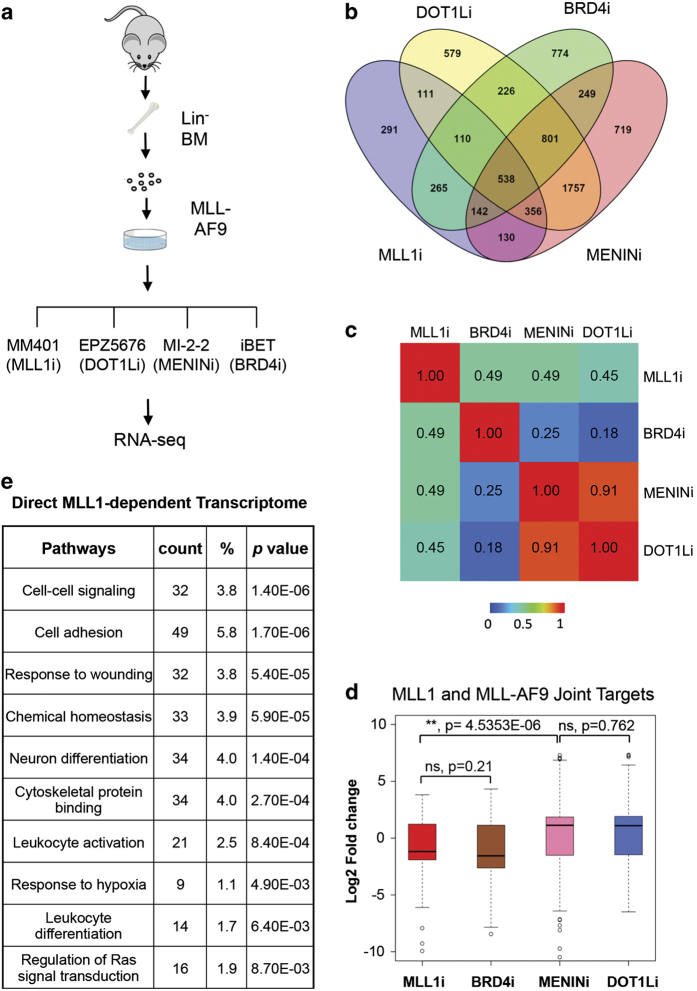
Small molecule inhibitors that target MLL1 or MLL-AF9 show divergent effects on transcription. (**a**) Schematic for RNA-sequencing analyses for primary murine MLL-AF9 cells after inhibitor treatments as indicated. IC_50_ concentration for each inhibitor was used for a 4-day treatment (see Materials and Methods). (**b**) Venn diagram of gene expression changes after different inhibitor treatment as indicated. Genes with RPKM (reads per kilobase per million mapped reads) log_2_ fold change greater than 1 or less than −1 were included. (**c**) Pearson correlation coefficient for pairwise comparison of transcriptome changes after inhibitor treatment. (**d**) The box plots for fold changes in expression after inhibitor treatment. Bottom and top of the boxes correspond to the 25th and 75th percentiles and the internal band is the 50th percentile (median). The plot whiskers extending outside the boxes correspond to the lowest and highest datum within 1.5 interquartile ranges. *P*-values were calculated using non-paired Wilcoxon tests as indicated. Genes with <1 RPKM and abs (log_2_ fold change) <1 were not included in the analyses. NS, not significant. The gene list is shown in Supplementary Table S3. (**e**) Gene pathway analyses for MLL1 direct targets that showed expression changes after MM-401 treatment.

**Figure 4:**
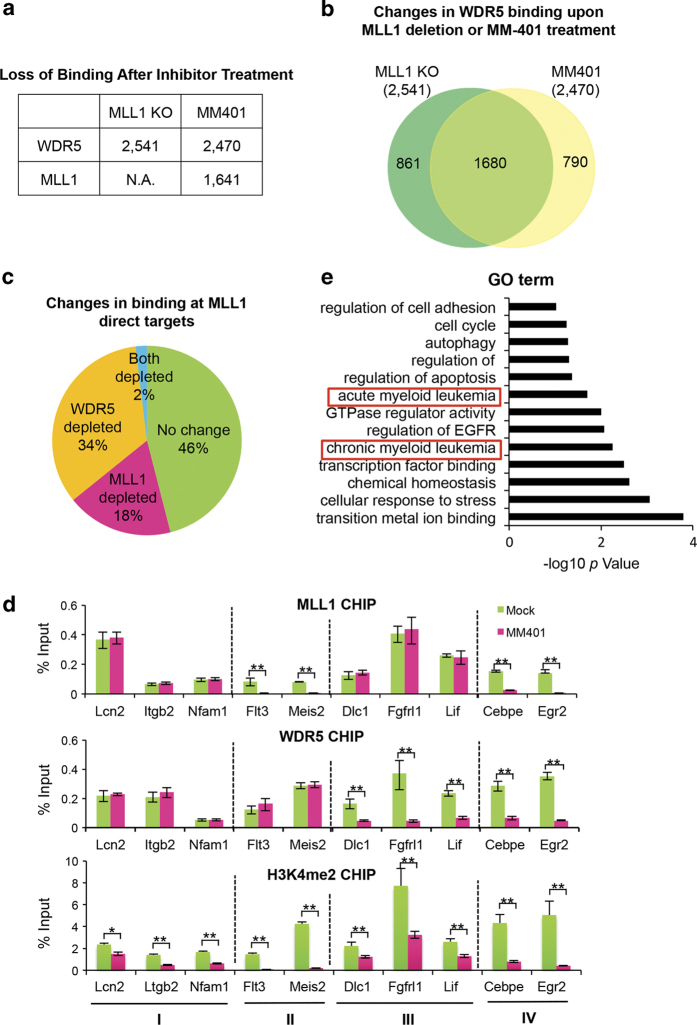
MLL1 interaction with WDR5 is required for MLL1 recruitment at a subset of genes. (**a**) Summary for changes in MLL1 or WDR5 binding after either *Mll1* deletion or MM-401 treatment. (**b**) Venn diagram of overlap of changes in WDR5 binding upon *Mll1* deletion or MM-401 treatment. (**c**) Pie chart of changes in MLL1 or WDR5 binding after MM-401 treatment. Relative ratio of each category versus total peaks was indicated as %. (**d**) ChIP assay for MLL1, WDR5 and H3K4me2 at selected gene loci as indicated on bottom. Signals for each experiment were normalized to 5% input. Means and s.d. (as error bars) from at least three independent experiments were presented. Four groups of genes were selected based on MM-401 induced changes in MLL1 and/or WDR5. (I) No change in MLL1 and WDR5 binding; (II) MLL1 binding is disrupted; (III) WDR5 binding was disrupted; and (IV) both WDR5 and MLL1 binding were disrupted. Student *t*-test were performed for statistical analyses, *P<0.05, **P<0.01. (**e**) Gene ontology term analyses on MLL1 direct targets that have disrupted MLL1 binding after inhibitor treatment.

# Supplementary material for: MLL1 and MLL1 fusion proteins have distinct functions in regulating leukemic transcription program
**Source:** Cell Discov. 2016 May 17;2:16008–. doi: 10.1038/celldisc.2016.8
**Supplement:** Supplementary Figure S3

Supplemental Figure 3

A

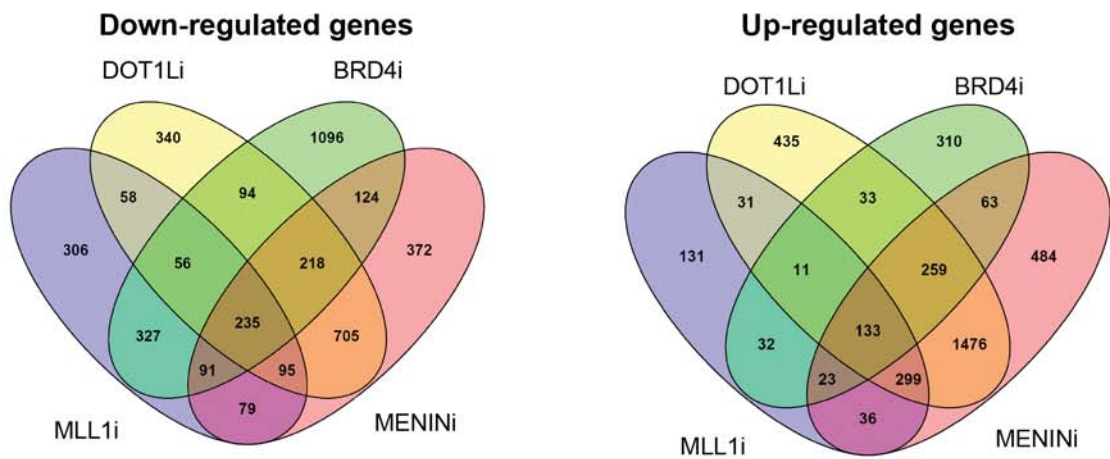

B

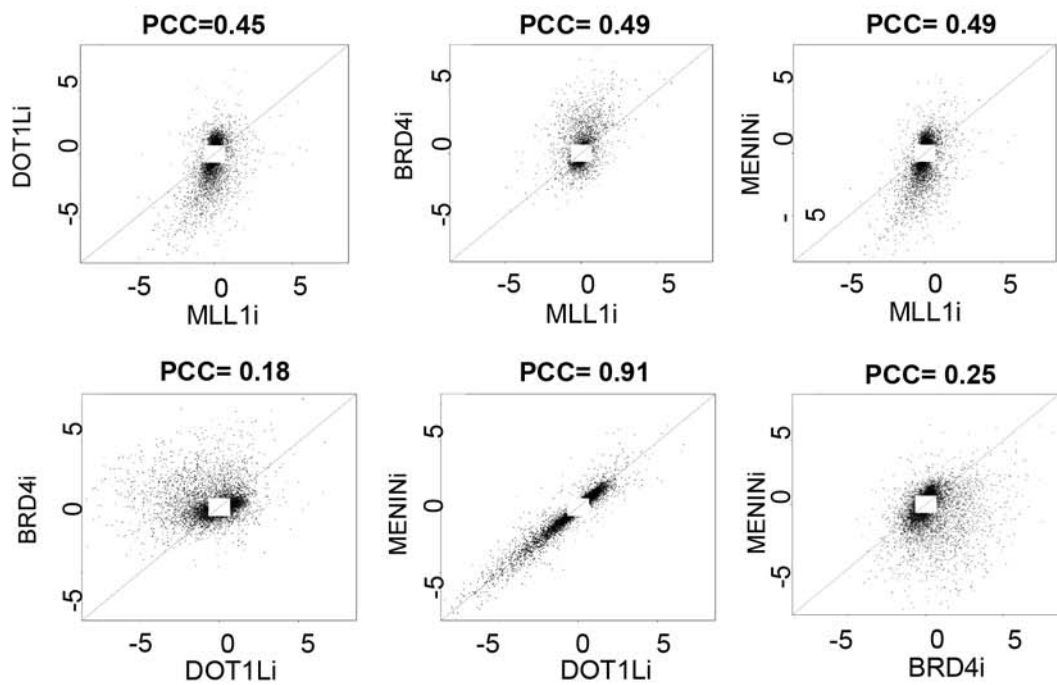

**Supplemental Figure 3.** Transcriptome analyses for MLL-AF9 cells after small molecule inhibitor treatments. **A.** Venn diagram of down (left) and up (right) regulated genes after inhibitor treatments as indicated. Genes with RPKM  $\text{Log}_2$  fold change  $>1$  or  $<-1$  were included. **B.** Scatter plot of pair-wise comparison of gene expression changes after inhibitor treatment. Genes with  $\text{log}_2$  fold change  $>1$  or  $<-1$  were used.

# Supplementary material for: MLL1 and MLL1 fusion proteins have distinct functions in regulating leukemic transcription program
**Source:** Cell Discov. 2016 May 17;2:16008–. doi: 10.1038/celldisc.2016.8
**Supplement:** Supplementary Figure S4

Supplemental Figure 4

**A**

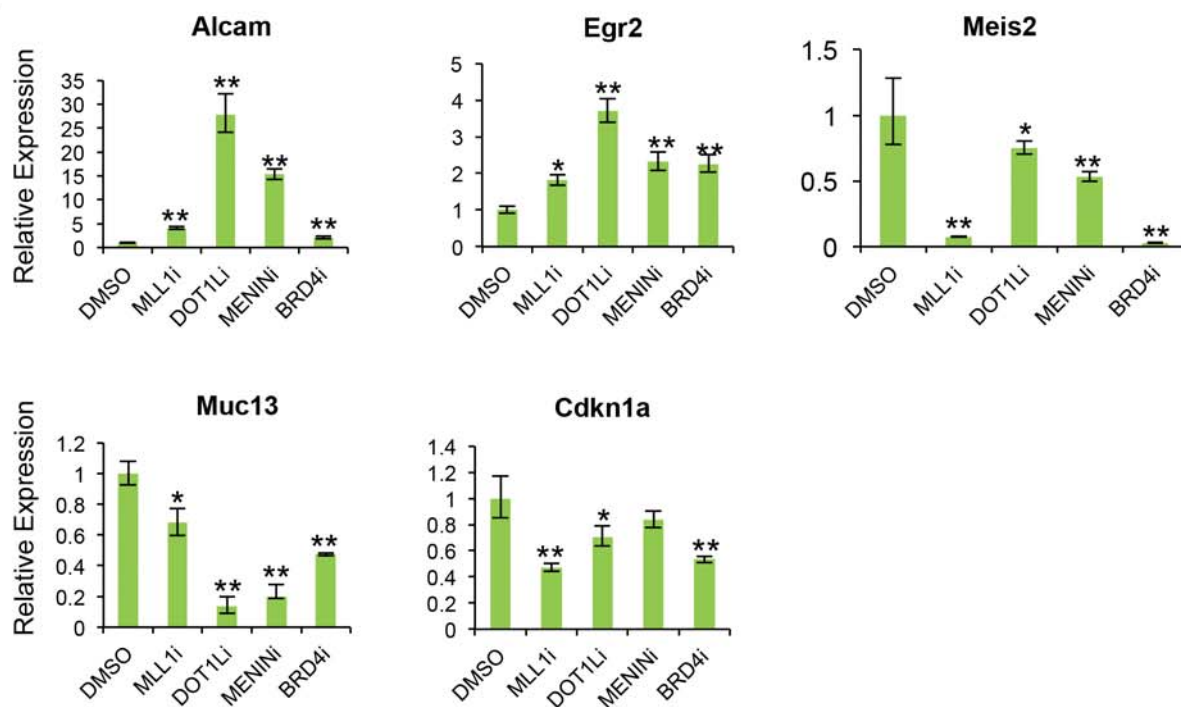

**B**

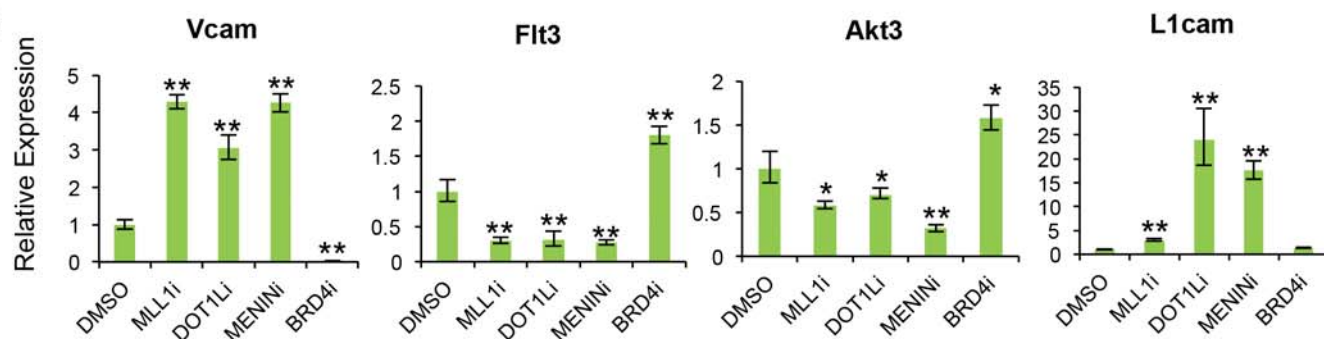

**C**

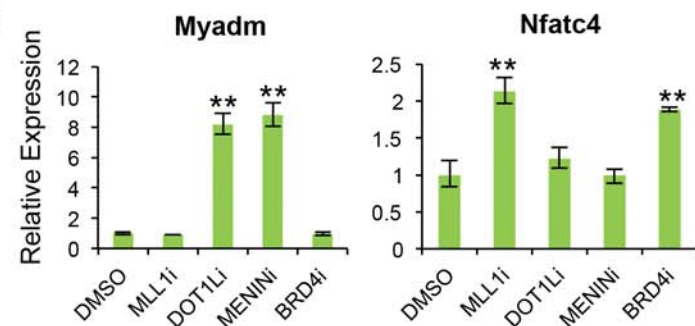

**Supplemental Figure 4.** PCR confirmation for expression of selected MLL1 target genes. **A-C.** Three groups of genes were selected for real-time PCR confirmation based on similar responses to inhibitors against MLL1, DOT1L, MENIN and BRD4 (A) or against MLL1, DOT1L and MENIN (B) or against DOT1L/MENIN only (C). Gene expression was normalized against *Gapdh* and presented as fold changes. The expression in DMSO control was arbitrarily set as 1. Average results from three independent experiments are shown. Error bars represent standard deviation. Student *t*-test were performed for statistical analyses, \*  $p < 0.05$ , \*\*  $p < 0.01$ .

# Supplementary material for: MLL1 and MLL1 fusion proteins have distinct functions in regulating leukemic transcription program
**Source:** Cell Discov. 2016 May 17;2:16008–. doi: 10.1038/celldisc.2016.8
**Supplement:** Supplementary Figure S6

Supplemental Figure 6

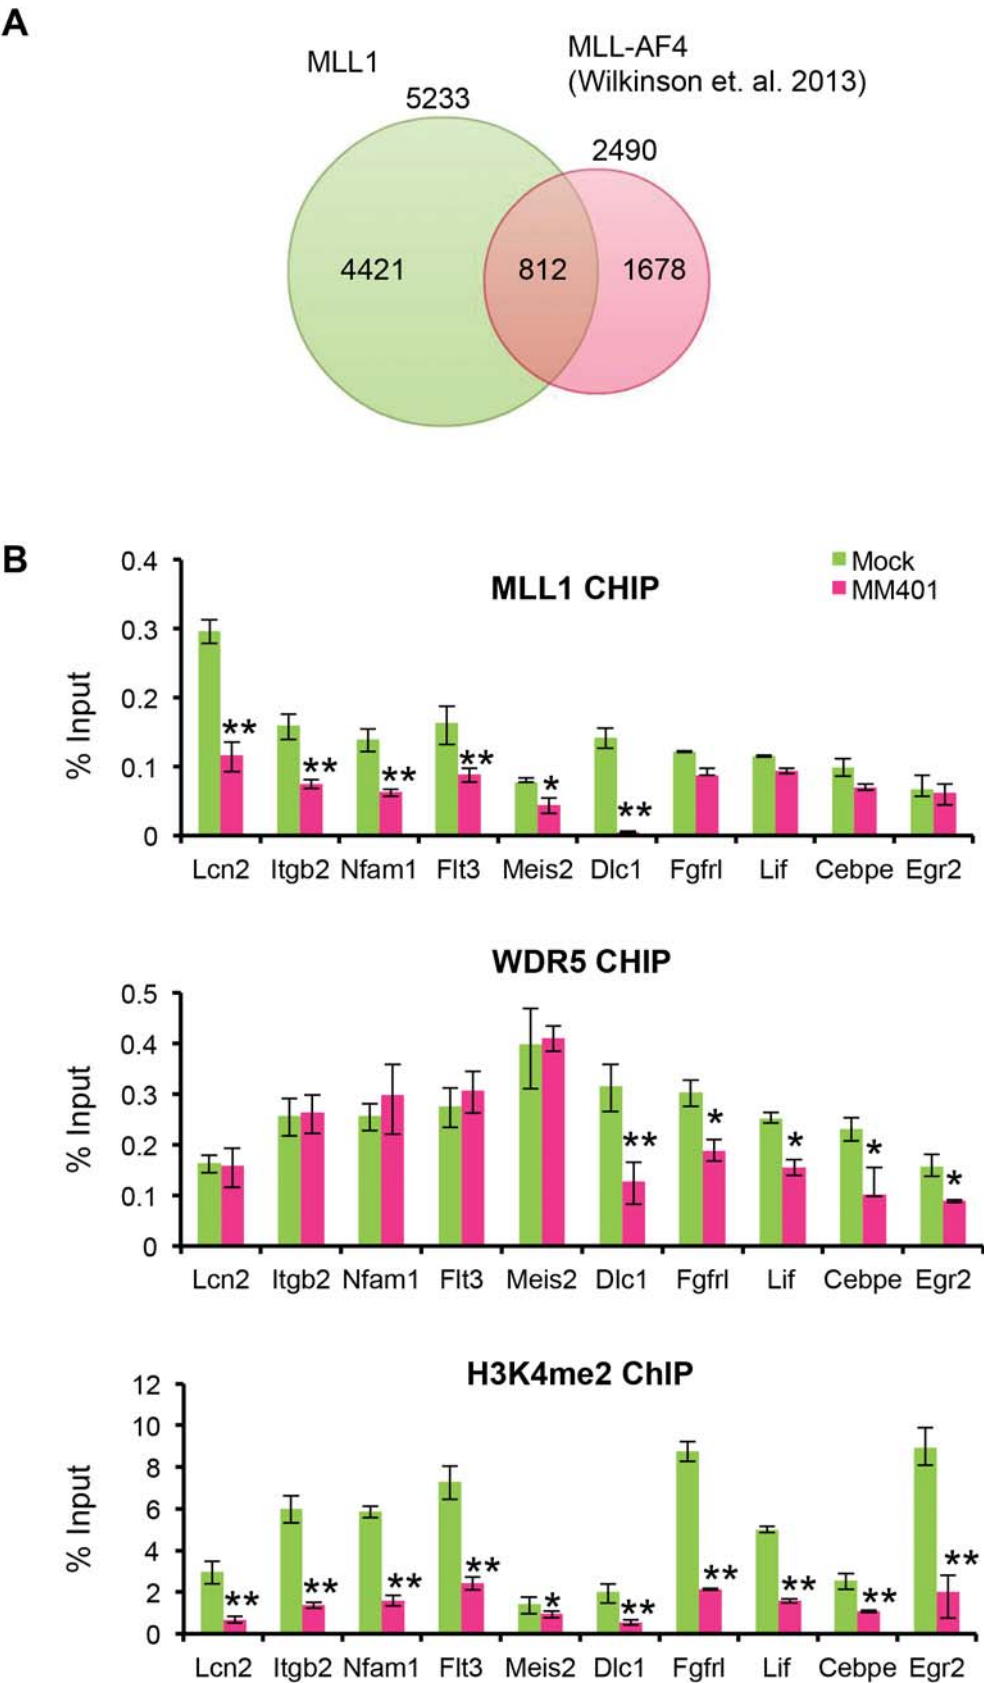

**Supplemental Figure 6** (A) Venn diagram of MLL1 and MLL-AF4 direct targets as indicated. The MLL-AF4 direct targets were previously reported [2]. (B) ChIP assays for MLL1, WDR5 and H3K4me2 in Molm13 cells at selected gene loci as indicated on bottom. Signals for each experiment were normalized to 5% input. Means and standard deviations (as error bars) from at least three independent experiments were presented. Student *t*-test were performed for statistical analyses, \*  $p < 0.05$ , \*\*  $p < 0.01$ .

# Supplementary material for: MLL1 and MLL1 fusion proteins have distinct functions in regulating leukemic transcription program
**Source:** Cell Discov. 2016 May 17;2:16008–. doi: 10.1038/celldisc.2016.8
**Supplement:** Supplementary Table S1

**Supplemental Table 1** Complete lists for the binding sites for MLL1, WDR5 and H3K4me2 as detected by ChIP-seq.

# DMSO\_WDR5 bound gene annotation

dpy-19-like protein-coding  
fasciculatic protein-coding  
cathepsin  $\epsilon$  protein-coding  
family with protein-coding  
ribosomal  $\mu$  protein-coding  
CUGBP, Ela protein-coding  
golgi phosph protein-coding  
low density protein-coding  
CAP-GLY  $\delta$  protein-coding  
negative re protein-coding  
RAB23, me protein-coding  
UDP-glucose protein-coding  
mitochondrion protein-coding  
arachidonate protein-coding  
glutathione  $\epsilon$  protein-coding  
SPEG complex protein-coding  
sterol-C5-d protein-coding  
WEE 1 homolog protein-coding  
F-box and  $\beta$  protein-coding  
nucleoporin protein-coding  
tyrosine 3- $\beta$  protein-coding  
mitochondrion protein-coding  
spastin protein-coding  
sorting nexin protein-coding  
DMRT-like protein-coding  
Rho guanine protein-coding  
tyrosine 3- $\beta$  protein-coding  
tubulin,  $\alpha$  protein-coding  
DNA segment protein-coding  
nucleolar protein-coding  
calcyclin  $\beta$  protein-coding  
TNF receptor protein-coding  
dicarbonyl protein-coding  
heterogeneous protein-coding  
myotrophin protein-coding  
GC-rich protein-coding  
DEP domain protein-coding  
solute carrier protein-coding  
solute carrier protein-coding  
casein kinase protein-coding  
programmable protein-coding  
insulin inducible protein-coding  
tubby like  $\beta$  protein-coding  
COP9 (conserved) protein-coding  
3-hydroxyprotein-coding  
tyrosine kinase protein-coding  
ring finger protein-coding

nucleolar p protein-coding  
RIKEN cDN. protein-coding  
RIO kinase protein-coding  
zona pelluc protein-coding  
heparan su protein-coding  
tigger tran: protein-coding  
ST8 alpha-I protein-coding  
frizzled hor protein-coding  
tRNA selen protein-coding  
free fatty a protein-coding  
proteasom protein-coding  
transforme protein-coding  
biliverdin r: protein-coding  
zinc finger protein-coding  
RIKEN cDN. protein-coding  
solute carri protein-coding  
ring finger protein-coding  
family with protein-coding  
mediator c protein-coding  
prothymos protein-coding  
ATPase typ protein-coding  
ribosomal j protein-coding  
progesterin a protein-coding  
myotubula protein-coding  
tec protein protein-coding  
aurora kin: protein-coding  
protease, s protein-coding  
deoxyuridin protein-coding  
tumor sup: protein-coding  
zinc finger protein-coding  
EF-hand ca protein-coding  
solute carri protein-coding  
TBC1 dom: protein-coding  
immunogl: protein-coding  
methyl-Cp( protein-coding  
RAB6A, me protein-coding  
BCL2-like 2 protein-coding  
low density protein-coding  
phosphatid protein-coding  
ELOVL fam protein-coding  
chemokine protein-coding  
proteasom protein-coding  
inositol 1,4 protein-coding  
signal tran: protein-coding  
synaptotag protein-coding  
cAMP resp: protein-coding  
cathepsin C protein-coding

interleukin protein-coding  
regulator o protein-coding  
plexin A4 protein-coding  
tubulin, be protein-coding  
ADP-ribosy protein-coding  
aldo-keto r protein-coding  
biorientati protein-coding  
RAN GTPas protein-coding  
nuclear fac protein-coding  
actin relate protein-coding  
ABO blood protein-coding  
antizyme ir protein-coding  
ribosomal l protein-coding  
protein ser protein-coding  
regulator o protein-coding  
epilepsy, p1 protein-coding  
ceramide s protein-coding  
annexin A1 protein-coding  
Rho guanine protein-coding  
guanine nu protein-coding  
MYC bindir protein-coding  
mitochondr protein-coding  
ATP-bindin protein-coding  
retinaldehy protein-coding  
solute carri protein-coding  
adaptor-re protein-coding  
fibronectin protein-coding  
endothelia protein-coding  
family with protein-coding  
golgi integr protein-coding  
URI1, pref protein-coding  
RIKEN cDN. protein-coding  
eukaryotic protein-coding  
AT rich inte protein-coding  
clathrin int protein-coding  
ARP3 actin protein-coding  
ADP-ribosy protein-coding  
protein ph protein-coding  
Rho guanine protein-coding  
B cell leuke protein-coding  
transmembr protein-coding  
male-speci protein-coding  
family with protein-coding  
calcium/ca protein-coding  
transducin protein-coding  
contactin a protein-coding  
leucine rich protein-coding

bridging int protein-coding  
proteasom protein-coding  
TBC1 domæ protein-coding  
RIKEN cDN. protein-coding  
centrosom. protein-coding  
ribosomal j protein-coding  
nudix (nucl protein-coding  
HNF1 homi protein-coding  
vav 3 oncoj protein-coding  
torsin A int protein-coding  
pleckstrin l protein-coding  
tRNA splici protein-coding  
PHD finger protein-coding  
formin-like protein-coding  
tripartite rr protein-coding  
RRS1 ribosi protein-coding  
TSR2 20S rl protein-coding  
RAP2B, me protein-coding  
phosphata: protein-coding  
heterogenæ protein-coding  
toll-like rec protein-coding  
polymerasæ protein-coding  
predicted ξ protein-coding  
KAT8 regul protein-coding  
attractin lik protein-coding  
lysine (K)-s protein-coding  
6-phospho: protein-coding  
RNA bindin protein-coding  
circadian a: protein-coding  
Sad1 and U protein-coding  
kelch-like 2 protein-coding  
phosphatid protein-coding  
K(lysine) ac protein-coding  
RIKEN cDN. protein-coding  
NME/NM2 protein-coding  
solute carri protein-coding  
family with protein-coding  
predicted ξ protein-coding  
DNA segmæ protein-coding  
zinc finger protein-coding  
oxidative si protein-coding  
myosin VA protein-coding  
signal recoj protein-coding  
solute carri protein-coding  
heat shock protein-coding  
ring finger protein-coding  
heparin-bir protein-coding

lysosomal-; protein-coding  
adiponectin protein-coding  
Cnksr famil protein-coding  
echinoderr protein-coding  
zinc finger protein-coding  
calcium/ca protein-coding  
apoptosis-; protein-coding  
PDGFA ass; protein-coding  
arylsulfata; protein-coding  
ubiquilin 4 protein-coding  
coiled-coil protein-coding  
ets variant protein-coding  
karyopherin protein-coding  
free fatty acid protein-coding  
polymerase; protein-coding  
MOB kinase; protein-coding  
protein tyrosine; protein-coding  
thymoma virus protein-coding  
serine palmitoyl; protein-coding  
mitochondrial protein-coding  
zinc finger protein-coding  
glycoprotein; protein-coding  
ATP-binding protein-coding  
spleen tyrosine; protein-coding  
NIMA (neurospora); protein-coding  
vacuolar protein-coding  
BCL2-like 1 protein-coding  
ligand dependent; protein-coding  
growth arrest; protein-coding  
phosphoserine; protein-coding  
carbonic anhydrase; protein-coding  
meiosis specific; protein-coding  
olfactomedian; protein-coding  
ER membrane; protein-coding  
growth factor; protein-coding  
integrator; protein-coding  
folylpolyglutamate; protein-coding  
ring finger protein-coding  
ornithine decarboxylase; protein-coding  
thymocyte protein-coding  
prostate transmembrane; protein-coding  
uvea autoantigen; protein-coding  
PHD finger protein-coding  
male-specific; protein-coding  
zinc finger protein-coding  
RING1 and 2 protein-coding  
selectin, lymphocyte; protein-coding

zinc finger protein-coding  
activating t protein-coding  
versican protein-coding  
ArfGAP wit protein-coding  
polymerase protein-coding  
FXFD domain protein-coding  
peptidase ( protein-coding  
nuclear rec protein-coding  
vascular en protein-coding  
hypocretin protein-coding  
CD9 antigen protein-coding  
high mobility protein-coding  
carnitine d protein-coding  
X Kell blood protein-coding  
RING1 and protein-coding  
Ras associated protein-coding  
calpain 10 protein-coding  
sepin 8 protein-coding  
tumor necrosis protein-coding  
INTS3 and protein-coding  
autophagy protein-coding  
methionine protein-coding  
Kruppel-like protein-coding  
5'-3' exonic protein-coding  
chemokine protein-coding  
interleukin protein-coding  
doublecortin protein-coding  
sine oculis- protein-coding  
transformer protein-coding  
predicted g protein-coding  
histone de protein-coding  
TBC1 domain protein-coding  
serine/threonine protein-coding  
polyhomeotic protein-coding  
ring finger protein-coding  
ArfGAP wit protein-coding  
predicted g protein-coding  
toll-like receptor protein-coding  
Abelson homolog protein-coding  
transportin protein-coding  
DENN/MAL protein-coding  
tumor protein-coding  
calcium channel protein-coding  
transmembrane protein-coding  
KH domain protein-coding  
DDHD domain protein-coding  
H2A histone protein-coding

transmembr protein-coding  
glutathione protein-coding  
KDEL (Lys-7) protein-coding  
Kruppel-like protein-coding  
lysine (K)-s protein-coding  
cullin assoc protein-coding  
transportin protein-coding  
phosphodi protein-coding  
WD repeat protein-coding  
muscleblin protein-coding  
syntrophin protein-coding  
peroxisom protein-coding  
sorting nex protein-coding  
cerebellar protein-coding  
interleukin protein-coding  
ubiquitin-c protein-coding  
DDHD dom protein-coding  
biotinidase protein-coding  
dynein, axc protein-coding  
akirin 2 protein-coding  
core 1 synt protein-coding  
syntaxin 2 protein-coding  
disabled 2, protein-coding  
nuclear ass protein-coding  
Grb2-bind protein-coding  
serine (or c) protein-coding  
histone de protein-coding  
CASP8 and protein-coding  
family with protein-coding  
guanine nu protein-coding  
t-complex protein-coding  
ELAV (emb protein-coding  
RAB3C, me protein-coding  
EH-domain protein-coding  
serine/thre protein-coding  
zinc fingers protein-coding  
striatin, cal protein-coding  
charged mi protein-coding  
family with protein-coding  
septin 12 protein-coding  
ST6 (alpha- protein-coding  
C1GALT1-s protein-coding  
c-src tyrosi protein-coding  
kelch dom protein-coding  
neural prec protein-coding  
cleavage ar protein-coding  
solute carri protein-coding

zinc finger protein-coding  
AT rich inte protein-coding  
splicing fac protein-coding  
cysteinyl-tf protein-coding  
protein ph protein-coding  
dipeptidyl protein-coding  
Fanconi an protein-coding  
nuclear rec protein-coding  
BCL2-like 1 protein-coding  
phosphorik protein-coding  
neuregulin protein-coding  
T cell acute protein-coding  
enoyl Coen protein-coding  
COP9 (cons protein-coding  
guanosine protein-coding  
CD47 antig protein-coding  
ankyrin re protein-coding  
solute carri protein-coding  
6-phospho protein-coding  
small nucle protein-coding  
hemolytic ( protein-coding  
ATP-bindin protein-coding  
WD repeat protein-coding  
glutamate protein-coding  
RAS-relate protein-coding  
tryptophan protein-coding  
arginine va protein-coding  
nucleopori protein-coding  
flavin cont protein-coding  
replication protein-coding  
transmem protein-coding  
thyroid hor protein-coding  
ERO1-like ( protein-coding  
collagen-lik protein-coding  
claudin 17 protein-coding  
peptidogly protein-coding  
recombina protein-coding  
RIKEN cDN. protein-coding  
lysine (K)-s protein-coding  
nuclear fac protein-coding  
karyopheri protein-coding  
serum/gluc protein-coding  
family with protein-coding  
Max intera protein-coding  
a disintegri protein-coding  
myosin reg protein-coding  
tet methyl protein-coding

transmembr protein-coding  
neural prec protein-coding  
pleckstrin l protein-coding  
LYR motif c protein-coding  
NEDD8 acti protein-coding  
prostaglani protein-coding  
sarcoglycar protein-coding  
ankyrin re protein-coding  
processing protein-coding  
tripartite r protein-coding  
regulator o protein-coding  
ring finger protein-coding  
period circ protein-coding  
eukaryotic protein-coding  
heterogen protein-coding  
leucine rich protein-coding  
male-speci protein-coding  
placenta e protein-coding  
nuclear fac protein-coding  
UDP-Gal:b protein-coding  
COBW don protein-coding  
CDC16 cell protein-coding  
coagulator protein-coding  
forkhead b protein-coding  
fibronectin protein-coding  
MORN rep protein-coding  
olfactory r protein-coding  
isocitrate d protein-coding  
torsin fami protein-coding  
CD180 anti protein-coding  
exonucleas protein-coding  
cholinergic protein-coding  
exocyst cor protein-coding  
suppressor protein-coding  
SEC22 vesic protein-coding  
RNA 2',3'-c protein-coding  
D-tyrosyl-tl protein-coding  
family with protein-coding  
ATPase, Na protein-coding  
lipin 1 protein-coding  
phosphorit protein-coding  
homeobox protein-coding  
RAD51 hon protein-coding  
bone morp protein-coding  
glypican 1 protein-coding  
ribosomal j protein-coding  
retinoic aci protein-coding

potassium protein-coding  
RIKEN cDN. protein-coding  
protein phi protein-coding  
growth arr protein-coding  
myosin IE protein-coding  
mannosida protein-coding  
chimerin 2 protein-coding  
chemokine protein-coding  
CDC42 effe protein-coding  
cell divisor protein-coding  
kelch-like 3 protein-coding  
delta-like 2 protein-coding  
ADP-ribosy protein-coding  
stathmin 1 protein-coding  
DDB1 and ( protein-coding  
phosphofru protein-coding  
glutamic p protein-coding  
pecanex-lik protein-coding  
alanyl-tRN protein-coding  
dynamin bi protein-coding  
RIKEN cDN. protein-coding  
ARP1 actin protein-coding  
glutaredox protein-coding  
lymphocyte protein-coding  
suppressor protein-coding  
quinolinate protein-coding  
E74-like fac protein-coding  
progesterone protein-coding  
solute carri protein-coding  
lipase, end protein-coding  
tripartite r protein-coding  
adaptor pr protein-coding  
zinc finger protein-coding  
S100 calciu protein-coding  
protease, s protein-coding  
solute carri protein-coding  
ribonuclea protein-coding  
regulator o protein-coding  
solute carri protein-coding  
purine-nuc protein-coding  
resistin protein-coding  
RAD50 hon protein-coding  
solute carri protein-coding  
solute carri protein-coding  
xanthine di protein-coding  
delta/notch protein-coding  
lectin, gala protein-coding

SUMO-inte protein-coding  
ADP-ribosy protein-coding  
G patch do protein-coding  
predicted ξ protein-coding  
WD repeat protein-coding  
galactosida protein-coding  
phosphata: protein-coding  
BTAF1 RNA protein-coding  
mitochond protein-coding  
NEDD4 bin: protein-coding  
myelin pro: protein-coding  
ankyrin 3, ε protein-coding  
macrophag protein-coding  
coagulator protein-coding  
transient rε protein-coding  
RAB14, me protein-coding  
SEH1-like (': protein-coding  
zinc finger protein-coding  
Sp110 nucl protein-coding  
RIKEN cDN. protein-coding  
HORMA do protein-coding  
CCR4-NOT protein-coding  
DNA prima protein-coding  
cadherin 4 protein-coding  
mediator c protein-coding  
serine/argi protein-coding  
olfactory rε protein-coding  
Sp2 transcr protein-coding  
src homolo protein-coding  
crystallin, ξ protein-coding  
heterogenε protein-coding  
craniofacia protein-coding  
reticulon 4 protein-coding  
insulin-like protein-coding  
ERBB receꝑ protein-coding  
bromodom protein-coding  
predicted ξ protein-coding  
polymerasε protein-coding  
glucosamin protein-coding  
SET domair protein-coding  
zinc finger protein-coding  
leucine zipꝑ protein-coding  
coiled-coil ꝑ protein-coding  
sorting nex protein-coding  
tudor and l protein-coding  
related RA: protein-coding  
centrosom. protein-coding

Sad1 and U protein-coding  
mitochondr protein-coding  
receptor ac protein-coding  
zinc finger protein-coding  
transmembr protein-coding  
TRAF-inter; protein-coding  
male germ protein-coding  
molybdenu protein-coding  
retinol deh protein-coding  
cell divisio protein-coding  
protein inh protein-coding  
suppressor protein-coding  
phosphoryl protein-coding  
DnaJ (Hsp4 protein-coding  
ring finger protein-coding  
RIKEN cDN. protein-coding  
RNA bindin protein-coding  
protein ph protein-coding  
major facili protein-coding  
protein tyr protein-coding  
zinc finger protein-coding  
camello-lik protein-coding  
SAM doma protein-coding  
tubulin tyr protein-coding  
RIKEN cDN. protein-coding  
PAP associ protein-coding  
solute carri protein-coding  
split hand/ protein-coding  
ATPase, an protein-coding  
solute carri protein-coding  
N-acyletha protein-coding  
zinc finger protein-coding  
coiled-coil protein-coding  
protein kin protein-coding  
calpain 3 protein-coding  
O-6-methy protein-coding  
ets variant protein-coding  
zinc finger protein-coding  
eukaryotic protein-coding  
dual specif protein-coding  
RIKEN cDN. protein-coding  
zinc finger protein-coding  
Bloom sync protein-coding  
UDP-GlcNA protein-coding  
guanylate l protein-coding  
centromer protein-coding  
Fc receptor protein-coding

DNA segment protein-coding  
MKL (mega protein-coding  
stearoyl-CoA protein-coding  
nuclear export protein-coding  
H2A histone protein-coding  
transformin protein-coding  
solute carrier protein-coding  
cytochrome protein-coding  
serological protein-coding  
family with protein-coding  
syntrophin, protein-coding  
synemin, intron protein-coding  
cathepsin C protein-coding  
glycerol-3-phosphate protein-coding  
predicted protein-coding  
ninjurin 1 protein-coding  
predicted protein-coding  
hemochromin protein-coding  
calmodulin protein-coding  
programmed protein-coding  
RIKEN cDNA protein-coding  
pleckstrin homology protein-coding  
junctional adhesion protein-coding  
CCR4 carboxyl protein-coding  
peroxisomal protein-coding  
zinc finger protein-coding  
arginine/selenium protein-coding  
neural precursor protein-coding  
YdjC homolog protein-coding  
triple QxxK protein-coding  
olfactomedin protein-coding  
DENN/MAL protein-coding  
ubiquitin specific protein-coding  
CUE domain protein-coding  
BCL2 binding protein-coding  
SNF8, ESCR protein-coding  
mitochondrial protein-coding  
coiled-coil protein-coding  
ubiquitin-like protein-coding  
steroid 5 alpha protein-coding  
MLX interacting protein-coding  
glutathione protein-coding  
Vac14 homolog protein-coding  
B and T lymphocyte protein-coding  
discs, large protein-coding  
tripartite repeat protein-coding  
microsomal protein-coding

stathmin d protein-coding  
RAN bindin protein-coding  
ubiquitin-f protein-coding  
phosphatid protein-coding  
superoxide protein-coding  
nitrilase fa protein-coding  
glutaryl-Co protein-coding  
UDP-N-ace protein-coding  
family with protein-coding  
transmemt protein-coding  
poly-U binc protein-coding  
TCDD-indu protein-coding  
SAM doma protein-coding  
bleomycin protein-coding  
RNA bindin protein-coding  
Ras and Ra protein-coding  
nucleopori protein-coding  
cDNA sequ protein-coding  
family with protein-coding  
nuclear rec protein-coding  
brain prote protein-coding  
cryptochro protein-coding  
guanine nu protein-coding  
YLP motif c protein-coding  
forkhead b protein-coding  
clavesin 1 protein-coding  
TRAF famil protein-coding  
SCO cytoch protein-coding  
ST8 alpha-I protein-coding  
zinc finger protein-coding  
farnesyl di protein-coding  
dehydroge protein-coding  
CD93 antig protein-coding  
FBJ osteos protein-coding  
cyclin-depe protein-coding  
polycystic l protein-coding  
acyloxyacy protein-coding  
growth fac protein-coding  
pogo trans protein-coding  
premature protein-coding  
zinc finger protein-coding  
glycerol kir protein-coding  
glycerol kir protein-coding  
proteasom protein-coding  
NADH deh protein-coding  
sema dom protein-coding  
tumor necr protein-coding

PR domain protein-coding  
DNA cross- protein-coding  
solute carri protein-coding  
zinc finger protein-coding  
autophagy protein-coding  
solute carri protein-coding  
zinc finger protein-coding  
coiled-coil protein-coding  
WD repeat protein-coding  
STIP1 homi protein-coding  
SH3-domai protein-coding  
testis speci protein-coding  
glyceropho protein-coding  
interferon protein-coding  
zinc finger protein-coding  
nucleopori protein-coding  
Fez family ; protein-coding  
cell divisior protein-coding  
bactericida protein-coding  
cysteine-ric protein-coding  
glucoside x protein-coding  
insulin-like protein-coding  
nrde-2 nec protein-coding  
mannoside protein-coding  
NHL repeat protein-coding  
uridine-cyt protein-coding  
transcriptic protein-coding  
cytotoxic g protein-coding  
DCN1, defe protein-coding  
protein ph protein-coding  
CLIP associ protein-coding  
nucleopho: protein-coding  
bromodom protein-coding  
zinc finger protein-coding  
family with protein-coding  
transmemk protein-coding  
thyroid hor protein-coding  
SH2 domai protein-coding  
golgi assoc protein-coding  
serine/thre protein-coding  
phosphatid protein-coding  
zinc finger, protein-coding  
xenotropic protein-coding  
predicted g protein-coding  
biogenesis protein-coding  
SET domair protein-coding  
inositol (m protein-coding

zinc finger protein-coding  
CDKN2A in protein-coding  
polymerase protein-coding  
carbohydrate protein-coding  
ankyrin repeat protein-coding  
cleavage site protein-coding  
DPH5 homologue protein-coding  
BCL2-like 1 protein-coding  
kelch-like 5 protein-coding  
RIKEN cDNA protein-coding  
Fc receptor protein-coding  
C-type lectin protein-coding  
cyclin-dependent protein-coding  
phosphatidyl protein-coding  
transducin protein-coding  
NK6 homeobox protein-coding  
serine-rich protein-coding  
DIS3 mitotic protein-coding  
exocyst core protein-coding  
mannosidase protein-coding  
FAT tumor protein-coding  
cytochrome protein-coding  
adiponectin protein-coding  
pinin protein-coding  
reticulon 4 protein-coding  
cyclin-dependent protein-coding  
cytochrome protein-coding  
mitochondrial protein-coding  
zinc finger protein-coding  
leucine zipper protein-coding  
folliculin in protein-coding  
a disintegrin protein-coding  
glucose phosphate protein-coding  
protein-tyrosine protein-coding  
B cell CLL/lymphoma protein-coding  
syntaxin 12 protein-coding  
kinesin family protein-coding  
phosphoglycerate protein-coding  
AT rich integrin protein-coding  
ras homologue protein-coding  
human immunodeficiency protein-coding  
active BCR protein-coding  
zinc finger protein-coding  
enkurin domain protein-coding  
DCP1 decarboxylase protein-coding  
ribosomal protein-coding  
armadillo repeat protein-coding

phosphatid protein-coding  
wings apar protein-coding  
mitochond protein-coding  
transmemt protein-coding  
serine/thre protein-coding  
ORAI calciu protein-coding  
MOB famil protein-coding  
patatin-like protein-coding  
eukaryotic protein-coding  
ATP-bindin protein-coding  
basic trans protein-coding  
1-acylglyce protein-coding  
RAB33B, m protein-coding  
stanniocalc protein-coding  
toll-like rec protein-coding  
INO80 horr protein-coding  
TGFB-induc protein-coding  
upstream t protein-coding  
LETM1 don protein-coding  
DEAD (Asp- protein-coding  
ATPase, Ca protein-coding  
galactosylc protein-coding  
BMP2 indu protein-coding  
transmemt protein-coding  
RIKEN cDN. protein-coding  
cactin, spli protein-coding  
G1 to S ph protein-coding  
UBA-like d protein-coding  
renalase, F. protein-coding  
DnaJ (Hsp4 protein-coding  
lysine (K)-s protein-coding  
v-abl Abels protein-coding  
placenta ex protein-coding  
zinc finger protein-coding  
quiescin Q protein-coding  
microsoma protein-coding  
recombina protein-coding  
hook homc protein-coding  
lysophosph protein-coding  
tyrosine 3- protein-coding  
cytochrom protein-coding  
signal pept protein-coding  
LIM and SH protein-coding  
phospholip protein-coding  
protein arg protein-coding  
ADP-depen protein-coding  
cyclin-depe protein-coding

schlafen 2 protein-coding  
tubulin tyr protein-coding  
ring finger protein-coding  
ankyrin re protein-coding  
MAP/micro protein-coding  
transforma protein-coding  
spermatog protein-coding  
dedicator c protein-coding  
major facili protein-coding  
M-phase s protein-coding  
insulin-like protein-coding  
melanoreg protein-coding  
septin 5 protein-coding  
glycophorin protein-coding  
chromobox protein-coding  
triple funct protein-coding  
zinc finger protein-coding  
intraflagell. protein-coding  
hairy/enhancer protein-coding  
trafficking protein-coding  
bromodomain protein-coding  
CDKN2A inhibitor protein-coding  
secretory c protein-coding  
apolipoprotein protein-coding  
collagen, type protein-coding  
multivesicular protein-coding  
nucleopore protein-coding  
actin related protein-coding  
TM2 domain protein-coding  
zinc finger protein-coding  
suppressor protein-coding  
ceramide synthase protein-coding  
NUF2, NDC protein-coding  
trichorhin protein-coding  
ankyrin re protein-coding  
selenoprotein protein-coding  
zinc finger protein-coding  
Zinc finger protein-coding  
transmembrane protein-coding  
mitogen-activated protein-coding  
cDNA sequence protein-coding  
ATPase, Na<sup>+</sup> protein-coding  
transmembrane protein-coding  
ATPase, H<sup>+</sup> protein-coding  
protein phosphatase protein-coding  
transformer protein-coding  
protein-Lipo protein-coding

pyroglutar protein-coding  
speckle-tyr protein-coding  
tumor necr protein-coding  
phosphoin protein-coding  
predicted  $\xi$  protein-coding  
perilipin 2 protein-coding  
tRNA splici protein-coding  
acyl-CoA th protein-coding  
vinculin protein-coding  
zinc finger protein-coding  
nuclear rec protein-coding  
tubulin, de protein-coding  
RNA bindin protein-coding  
tyrosine 3-i protein-coding  
transcriptic protein-coding  
heterogen protein-coding  
FERM dom protein-coding  
serine hydr protein-coding  
MARCKS-lil protein-coding  
furry homc protein-coding  
chloride int protein-coding  
zinc finger protein-coding  
transportei protein-coding  
src family  $\alpha$  protein-coding  
histone cel protein-coding  
family with protein-coding  
proteasom protein-coding  
transforme protein-coding  
B cell trans protein-coding  
NIMA (nev protein-coding  
spla/ryano protein-coding  
activin rece protein-coding  
regulator o protein-coding  
single strar protein-coding  
ring finger protein-coding  
espin protein-coding  
multiple C2 protein-coding  
adrenergic protein-coding  
signal reco protein-coding  
Rap guanin protein-coding  
spleen tyro protein-coding  
ubiquitin-a protein-coding  
E74-like fac protein-coding  
maestro he protein-coding  
serum resp protein-coding  
SRY (sex de protein-coding  
myotubula protein-coding

ER membrꜰ protein-coding  
signal trans protein-coding  
predicted ꝑ protein-coding  
mesoderm protein-coding  
two pore cl protein-coding  
putative hc protein-coding  
glutamate ꝑ protein-coding  
collectin su protein-coding  
ErbB2 inter protein-coding  
adenine ph protein-coding  
coiled-coil ꝑ protein-coding  
paired-like protein-coding  
inhibitor of protein-coding  
RAB2A, me protein-coding  
transmemꝑ protein-coding  
STARD3 N- protein-coding  
Hermansky protein-coding  
single strar protein-coding  
PDS5, regu protein-coding  
protein phꝑ protein-coding  
solute carri protein-coding  
schlafen 2 protein-coding  
vacuolar pr protein-coding  
solute carri protein-coding  
putative hc protein-coding  
S-antigen, ꝑ protein-coding  
inter-alpha protein-coding  
trafficking ꝑ protein-coding  
chromodor protein-coding  
zinc finger protein-coding  
phosphoglyꝑ protein-coding  
adenosine protein-coding  
oxoglutarateꝑ protein-coding  
Eph recept protein-coding  
DEAD (Aspꝑ protein-coding  
cyclin C protein-coding  
klotho betaꝑ protein-coding  
RIKEN cDNꝑ protein-coding  
RWD domꝑ protein-coding  
patatin-like protein-coding  
torsin fami protein-coding  
carboxypeꝑ protein-coding  
serum/gluc protein-coding  
peptidylprꝑ protein-coding  
mitogen-ac protein-coding  
CD33 antig protein-coding  
human imr protein-coding

How the deposited data were processed for this re-analysis (not part of the article)

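The authors deposited one table of read counts for 24015 genes in 10 libraries, 2 for each of 5 conditions: murine MLL-AF9 cells after 4 days with DMSO, MM-401, EPZ5676, MI-2-2 or iBET. The paper names the MENIN inhibitor MI-2-2, as is done here, and the sample protocol names it MI-2. Doses are given as GI50 in the paper's text and as IC50 in the Figure 3 legend and the protocol. The values are whole numbers and were used as counts, with the column names matched to the sample titles. Library totals ran from 20394762 to 29473127 counts. The libraries were made from total RNA with Illumina TruSeq chemistry at the authors' university, and the aligner, counting tool, genome build and annotation are not given in the sources used here. Reads were not realigned here. No column of the table was left out.

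Analysis used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr, which left 12971 for testing, and counts were scaled by TMM factors. One fit of all 10 libraries, with a mean for each condition, gave edgeR quasi-likelihood tests of each inhibitor against DMSO and of each pair of inhibitors. The p values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p under 0.05. Log2 fold changes are those of edgeR with a prior count of 0.125. The standard error given with each was derived from the test. It is the size of the fold change divided by the square root of the quasi-likelihood F, and not the spread between replicates. Replicate numbers carry no stated pairing, so the fit has no replicate term. The whole chain was tested on simulated data in which changed genes were planted, with a spread per gene pooled over all groups. Of 100 planted 4-fold changes, edgeR found 72 and DESeq2 86, with 9 and 55 unchanged genes called.

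The paper's rule of a 2-fold change was applied to CPM, because the table holds no gene lengths. It takes the ratio of the group means with a pseudocount of 0.01 for genes with at least 1 CPM in either group. The filter on low values follows the legend of Figure 3d. The legends of Figure 3b and Figure S3A state no such filter, and the paper states no pseudocount. Correlations are Pearson r between edgeR log2 fold changes over genes beyond 2-fold for either inhibitor. Joint targets of MLL1 and MLL-AF9 were taken from Table S2 of the paper, of which 1368 entries were read, 1359 matched to the count table and 984 tested. Because 1 entry fewer was read than the paper states, no set test was run on the joint targets. Wilcoxon tests across genes follow the paper.

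The choices and their alternatives were fixed before the data were examined, apart from a filter on RPKM with exon lengths from GENCODE vM21, which was added afterwards. The alternatives were DESeq2 size factors, total counts, the DESeq2 Wald test, no count filter, a mean of at least 1 CPM, a replicate block, a fit of the compared groups alone, leaving out each library in turn (without a DMSO library the control is the other alone, its spread taken from the inhibitor groups), stricter thresholds, other gene sets and prior counts for the correlations, and other pseudocounts, filters and library sizes for the fold rule.

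Single genes are named by rule. They are the genes the paper names, the genes of the inhibitors' targets, the 8 largest rises and 8 largest falls per inhibitor among called genes with a mean of at least 50 normalized counts in the higher group and both inhibitor libraries on the same side of both DMSO libraries, the 3 largest differences each way per pair of inhibitors, and up to 4 members per inhibitor of each list with the smallest adjusted p. Fold changes against a group without counts are not given. The RT-qPCR bars of Figure S4 and the values of Table S3 had been seen in the paper beforehand.

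Fixed gene lists, written from general knowledge before the data were opened, cover the Hoxa cluster with Meis and Pbx genes, MLL leukemia self-renewal, Myc targets and ribosome biogenesis, the Myc network, primary granules, secondary granules and neutrophils, monocytes and macrophages, mast cells and basophils, B cells, T and NK cells, megakaryocytes and platelets, stromal cells, hypoxia, mTORC1 and ATF4 amino acid genes, cholesterol synthesis, the cell cycle, negative regulators of proliferation, interferon, cell adhesion, cytokines with growth factors and receptors, the ETS family, inhibitor targets and cofactors, immediate early genes, hematopoietic transcription factors, lysosomes, p53 targets, the Bcl2 family, replication-independent histones, reference genes and ribosomal proteins. Lists were tested by camera with a preset correlation of 0.01, adjusted over all lists and inhibitors, with camera under an estimated correlation beside it. Of 120 pairs of list and inhibitor, 52 passed with the preset value and 0 with the estimated one, where the smallest adjusted p was 0.214. The fry test, which takes each list by itself and not against other genes, was run too, and some pairs passed it. Its adjusted p was 0.00111 for neutrophil genes after EPZ5676 and after MI-2-2, and 0.038 after MM-401. For Myc targets it was 0.0206 after EPZ5676 and 0.0155 after MI-2-2. After MM-401 it was 0.48 for hypoxia and 0.223 for mTORC1 and ATF4 genes. Eosinophil, erythroid and mitochondrial lists had fewer than 3 tested genes and were not tested. Chromatin data of the study are not analysed here, and results of some genes are not reported here.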

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

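The explanations weighed here were chosen, with their tests, only after the results had been seen. The values themselves were found in data that the paper does not analyse: the Y-linked genes of DMSO replicate 2, at 178 CPM in sum, and, after iBET, 10 lower cholesterol synthesis genes and 11 higher lysosome genes.

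DMSO replicate 2 stands apart from the other libraries. Its 178 CPM of Ddx3y, Eif2s3y, Kdm5d and Uty fit cells of another, male origin. The test of an exchange with an inhibitor library of this series cannot decide. The highest value of those libraries was 0.0883, and it would be as low after an exchange, since no other library reads as male. Admixture of male cells into the cells of replicate 1 is argued against by Xist, which is at 0.156% of the value in replicate 1. A total of 11 genes, among them Prdm16, Maoa, Npnt and the Y-linked genes, had at least 50 counts in this library and at most 1 in every other, and no other library had such a gene.

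EPZ5676 and MI-2-2 differ in few genes. The same libraries under both names are argued against, since in the closest pair 28.6% of genes lay beyond counting error, against 39.2% and 36.3% between replicates of the same inhibitor. EPZ5676 and MI-2-2 libraries of equal replicate number had r of 0.985 and 0.984 between log CPM values, against 0.983 and 0.983 between replicates. Their deviations from the condition means correlated at 0.666 by number, so part of the replicate spread goes with the number. The shared DMSO libraries enter the direct contrast of EPZ5676 and MI-2-2 only through the shared estimate of spread. In it edgeR called 2 genes, while the next lowest pair, MM-401 and iBET, gave 1484. The 2 depends on that estimate: the counts were 109 and 3133 without DMSO replicate 1, 111 and 3207 without DMSO replicate 2, and 156 and 2342 in DESeq2. The likeness as an effect of the shared libraries is argued against by each of these pairs of counts, which differ over 10-fold. A shared biological effect remains and was not tested apart from these.

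MM-401 fold changes correlate with those of the other inhibitors at r near 0.5. The shared DMSO libraries may account for it: the lowest ratio of the measured covariance to the highest simulated one was 0.811, for iBET, while for MI-2-2 the measured covariance lay above the highest simulated one, which leaves the question open. Whether DMSO replicate 2 alone is the cause stays open too. Without that library the lowest r was 0.504, but every fold change then shares 1 control library, and unchanged groups gave a simulated r of 0.959, 0.960 and 0.975 with EPZ5676, MI-2-2 and iBET. The r rises to 0.759 or more without DMSO replicate 1. The covariance with each of these inhibitors then lay above the highest simulated one, while without DMSO replicate 2 it lay below the simulated average.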

How the results depend on the processing

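Other settings left most calls of the named genes as printed. Under them 9386 values stayed called or not called as before, 245 gained a call (stronger), 370 lost it (weaker) and 0 reversed. Sizes were not compared. With the other prior count the calls of the main fit were carried over, so they could not move there. When single libraries were left out 11621 stayed, 256 were stronger, 831 weaker and 12 reversed. A change of sign without a call was counted as no change: 439 of the 451 sign changes among 22721 values for 318 genes were of that kind, with sizes up to log2 2.50. The reversed genes, with their range between the libraries left out (without DMSO replicate 1 first, then without DMSO replicate 2), were for EPZ5676 Bcl11a (−4.92, 8.01), Cacna2d2 (−3.05, 3.37), Fzd3 (−4.65, 0.51), Igll1 (−6.88, 0.091), Nkg7 (−4.01, 1.44), Cdkn1a (1.28, −0.81) and Hoxa11 (1.64, −1.70), and for MI-2-2 Bcl11a (−8.60, 4.33), Cacna2d2 (−3.48, 2.94), Col6a3 (−5.97, 0.31), Kit (−1.12, 0.88) and Tceal8 (−5.60, 0.68).

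Genes changed by MM-401 ran from 0 (without DMSO replicate 2) to 1368 (without DMSO replicate 1), and DESeq2 gave 286. Those changed by EPZ5676 ran from 2639 (without EPZ5676 replicate 2) to 6808 (without DMSO replicate 1), with 1174 when only the groups compared were fitted, 2468 at an adjusted p under 0.01 in edgeR and 1956 by glmTreat for 1.5-fold. MI-2-2 ran from 2772 (without MI-2-2 replicate 2) to 7197 (without DMSO replicate 1), with 1147, 2879 and 2215 for the same alternatives. iBET ran from 150 (without iBET replicate 2) to 3720 (without DMSO replicate 1), with 0, 400 and 426, and 2830 in DESeq2. A replicate block gave 0 genes for MM-401, 6180 for EPZ5676, 6557 for MI-2-2 and 3088 for iBET. The sources used here state no pairing by number, and deviations of libraries with equal numbers correlated at 0.278 to 0.666 over 10 pairs of conditions.

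Contrasts ran from 1556 (without MM-401 replicate 2) to 6274 (without DMSO replicate 1) for MM-401 and EPZ5676, 1729 to 6535 for MM-401 and MI-2-2 (the same libraries), 183 (without MM-401 replicate 2) to 3207 (without DMSO replicate 2) for MM-401 and iBET, 0 (without MM-401 replicate 1) to 111 (without DMSO replicate 2) for EPZ5676 and MI-2-2, 2248 to 6755 for EPZ5676 and iBET and 2096 to 6782 for MI-2-2 and iBET (without iBET replicate 2 and without DMSO replicate 1). MM-401 and iBET gave 2470 with the block, 2342 in DESeq2 and 4223 with only the groups compared. EPZ5676 and MI-2-2 gave 0 with total counts, 7 without the filter, 4 with the block and 156 in DESeq2.

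Correlations reached their highest value without DMSO replicate 1 in every pair: 0.491 (without MM-401 replicate 1) to 0.759 for MM-401 and EPZ5676, 0.525 (without MM-401 replicate 1) to 0.786 for MM-401 and MI-2-2, 0.504 (without DMSO replicate 2) to 0.762 for MM-401 and iBET, 0.894 (without MI-2-2 replicate 2) to 0.961 for EPZ5676 and MI-2-2, which was 0.812 without the filter, 0.208 to 0.553 for EPZ5676 and iBET, and 0.263 to 0.603 for MI-2-2 and iBET (the lower values without DMSO replicate 2).

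Joint target medians were −0.015 (without MM-401 replicate 2) to 0.013 (without DMSO replicate 2) for MM-401, −0.043 (without EPZ5676 replicate 1) to 0.052 (without DMSO replicate 2) for EPZ5676, and −0.053 (without MI-2-2 replicate 2) to 0.066 (without DMSO replicate 2) for MI-2-2. With total counts they were −0.027, −0.172 and −0.159, with only the groups compared −0.026 for MM-401, and for EPZ5676 0.0338 with DESeq2 size factors, 0.0340 in DESeq2 and 0.0083 with the block. Of the lists, 0 passed camera with an estimated correlation, which was not run for the joint targets because the copy of Table S2 is 1 entry short.

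Genes beyond 2-fold after MM-401 ran from 676 (without MM-401 replicate 2) to 1451 (without DMSO replicate 1), with 454 at a pseudocount of 1, 446 with at least 1 CPM in both groups and 492 with the RPKM filter. Without the filter of the fold rule the totals were 3241, 6173, 6391 and 4620, and iBET had 1091 with at least 1 CPM in both groups. The median of selected joint targets was −1.40 for MM-401 and −1.79 for iBET without the filter. With TMM effective library size it was 1.10 for EPZ5676, 1.09 for MI-2-2 and −1.64 for iBET. For MI-2-2 it ran from −1.07 (without MI-2-2 replicate 1) to 1.00 (without DMSO replicate 1), and for iBET from −1.66 (without iBET replicate 1) to −1.15 (without DMSO replicate 1), with −1.36 at a pseudocount of 1, −1.67 at 0.1, −1.19 with at least 1 CPM in both groups and −1.42 with the RPKM filter. The EPZ5676 median changed sign within a replicate spread of 1.50, and each spread rests on 2 single libraries (0.00427 for iBET).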

Differences from the paper's values

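The legends of Figure 3b and Figure S3A state no filter on low values. For those figures the counts without the filter thus stand nearer to the paper's rule than the filtered counts given first. The count of genes beyond 2-fold after MM-401 is about 1900 in the paper, to 2 digits as its Figure S3A gives it, and 778 here. Leaving out DMSO replicate 1 (1451) brings it within 1.5 times, and it still differs under every other setting fixed beforehand, among them 3241 without the filter on low values. Figure S3A, read by eye, shows for MM-401 about 700 genes up and about 1200 down in the paper, against 242 and 536 here. The count of rises no longer differs without DMSO replicate 1 (871), and the count of falls differs under every alternative. For EPZ5676 the paper shows about 2700 up and the count here is 1504, which no longer differs without the filter (3101), with TMM effective library size (1802) and without DMSO replicate 1 (2147). For MI-2-2 it shows about 2800 up against 1581 here, which no longer differs without the filter (3312), with TMM effective library size (1899) and without DMSO replicate 1 (2293). For iBET it shows about 3100 in total against 1786 here, closed without the filter (4620) and without DMSO replicate 1 (2160), and about 2200 down against 1273 here, closed without DMSO replicate 2 (1497). Totals and falls for EPZ5676 and MI-2-2 lie within 1.5 times the paper's, and rises for iBET within the spread of the replicates.

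For the joint targets kept by the fold rule the paper gives a median of −2 after MM-401, against −1.24 here, and −2 after iBET, against −1.66 here. Both differ under every other setting. A median is counted as different when its sign turns or its gap exceeds the spread between 2 single-library values. That spread is narrow for iBET and wide for EPZ5676, so these labels are rough. It gives 1.5 after EPZ5676 and 1.5 after MI-2-2, against −1.06 and −1.05 here. With TMM effective library size the medians are 1.10 and 1.09 and no longer differ, nor does MI-2-2 without DMSO replicate 1 (1.00) or without DMSO replicate 2 (1.00). The medians of the values printed in Table S3 of the paper are −1.17 for MM-401, 1.09 for EPZ5676, 1.16 for MI-2-2 and −1.54 for iBET, against the same −1.24, −1.06, −1.05 and −1.66 here, so that of MM-401 lies near the value here and not near the −2 of the paper's text. The Wilcoxon p of MM-401 against MI-2-2, the pair under the bracket of Figure 3d, is 4.535e-06 in the paper, whose text gives it as an upper bound for DOT1L/MENIN inhibition, and 9.997e-05 here. It lies under that bound with TMM effective library size (1.99e-06) and without MM-401 replicate 1 (2.50e-06), and differs under the other alternatives. For MM-401 against iBET Figure 3d shows about 0.21, against 0.433 here, and the value no longer differs without DMSO replicate 1 (0.310) or without iBET replicate 1 (0.290). It lies under 0.05 without the filter (0.000358) and without DMSO replicate 2 (0.0121). All 6 correlations lie within the spread of the replicates.

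In direction, the paper states that DOT1L and MENIN inhibition raised most genes, while the fold rule here puts 45.7% and 46.9% of genes on the higher side. With TMM effective library sizes the rule puts most genes on the higher side too. Values printed in Table S3 lay above the CPM ratios by a median of 0.184 and 0.178. With TMM scaling the median gap was 0.020 and 0.030, so the difference in direction goes with the scaling to column totals used here. The edgeR calls beyond 2-fold hold 1564 rises and 1023 falls for EPZ5676 and 1683 and 1117 for MI-2-2, the same side as the paper. The paper states that MLL1 inhibition lowered most joint targets. Among all 984 tested targets edgeR called 0 after MM-401, with 497 values under 0 and 487 above it, and 67 of the 90 kept by the fold rule lay on the lower side. Of the RT-qPCR genes in Figure S4, Cdkn1a and Vcam1 were not called for EPZ5676 or MI-2-2 in edgeR, nor Alcam and L1cam for MM-401. Vcam1 passed for MI-2-2 without DMSO replicate 2 (1.01), Cdkn1a on the higher side for both inhibitors (1.28 and 1.67) and Alcam for MM-401 (2.48) without DMSO replicate 1, and L1cam in DESeq2 (1.55). The calls without DMSO replicate 1 set the inhibitors against 1 library, the male one, with its spread taken from the other groups. In that figure Meis2, Flt3 and Nfatc4 had almost no counts. Flt3, not called in edgeR, passed on the lower side for EPZ5676 and MI-2-2 in DESeq2, without the count filter and without DMSO replicate 1, and for MI-2-2 with total counts. Table S2 as read here holds 1368 targets, 1 fewer than the paper states.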

Other observations

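Some lysosome genes rose after iBET. Hexa, a hexosaminidase, rose by log2 1.33 ± 0.214 and Lamp1, a lysosomal membrane protein, by 1.27 ± 0.207 (adjusted p of 0.0098 or less in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 26 tested lysosome genes 11 rose after iBET, 19 adjusted over the list alone, with a camera adjusted p of 1.35e-09 and an adjusted p = 0.41 with an estimated correlation. The iBET rises were 6 without either MM-401 library and 2 and 0 without iBET replicate 1 and 2. EPZ5676 raised 10 and MI-2-2 11, with 1 fall each, and the rises were 5 without DMSO replicate 2 and 1 without EPZ5676 replicate 2, and 6 without MI-2-2 replicate 2. Some cholesterol synthesis genes fell after iBET, where Fdps, the farnesyl diphosphate synthase, fell by 1.64 ± 0.176 and Stard4, a sterol carrier, by 1.07 ± 0.163 (edgeR adjusted p of 0.00812 or less). Of 24 such genes 10 fell after iBET, 17 adjusted over the list alone, against 4 falls and 2 rises after EPZ5676 and 3 falls and 2 rises after MI-2-2, and camera gave an adjusted p of 9.37e-09 for iBET and an adjusted p = 0.357 with an estimated correlation. The cholesterol falls after iBET numbered 16 without DMSO replicate 1, 2 without iBET replicate 1 and 1 without iBET replicate 2. After EPZ5676 the falls were 8 without DMSO replicate 1, 2 without EPZ5676 replicate 1 and 1 without EPZ5676 replicate 2, and the rises 4 without either DMSO library, and after MI-2-2 the falls were 5 without DMSO replicate 1 and 1 without MI-2-2 replicate 2. In direct contrasts edgeR put 7 of the list higher with MM-401 than with iBET, 10 higher with EPZ5676 than with iBET and 11 higher with MI-2-2 than with iBET. The calls of Hexa, Lamp1 and Stard4 ended without iBET replicate 2, and that of Lamp1 without iBET replicate 1 too. Hist1h1c, a linker histone of the Hist1 cluster, which holds replication-dependent genes, rose by 1.64 ± 0.26 after iBET (edgeR adjusted p of 0.00906, lost without iBET replicate 1). It was 1 of the 3 that rose after iBET among 14 genes listed as replication-independent histones. Their camera adjusted p was 0.000437 and the adjusted p = 0.214 with an estimated correlation, 3 rose adjusted over the list alone, and the rises were 8 without DMSO replicate 1, 0 without iBET replicate 1 and 1 without iBET replicate 2.

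Some markers of other lineages moved with the DOT1L and MENIN inhibitors as well, where edgeR called 4942 and 5373 of all 12971 tested genes. Of 8 megakaryocyte and platelet genes 5 rose after EPZ5676 and 5 after MI-2-2, among them Vwf, the platelet adhesion factor, at log2 3.92 ± 0.606 and 4.39 ± 0.617, and 2 fell after iBET (edgeR adjusted p of 0.00252 or less for Vwf). Adjusted over the list alone 5, 5 and 3 passed, camera adjusted p was 0.00668 and 0.0121 for EPZ5676 and MI-2-2, and the adjusted p = 0.218 and 0.218 with an estimated correlation, and 3 rose without MI-2-2 replicate 1. Both camera calls ended without DMSO replicate 2 (0.0705 and 0.0574). Gata2, a factor of mast cells and progenitors, fell by 4.05 ± 0.619 and 4.12 ± 0.611 (edgeR adjusted p of 0.00242 or less). Of 6 mast cell and basophil genes 2 fell and 1 rose after EPZ5676, 3 fell and 1 rose after MI-2-2 and 1 fell after iBET. Mast cell falls were 4, 5 and 3 without DMSO replicate 1, with 3 after MM-401, and 1 after MI-2-2 without either of its libraries. Of 3 B cell genes 1 rose and 1 fell after EPZ5676, 1 fell after MI-2-2 and 2 fell after iBET, with Cd79b, a chain of the B cell receptor, at −4.56 ± 0.429 (edgeR adjusted p of 0.00195), and camera gave an adjusted p of 0.0158 and an adjusted p = 0.218 with an estimated correlation, with 2 falls adjusted over the list alone, and the camera call ended without DMSO replicate 2 (0.0922). Of 4 T and NK cell genes 1, 2 and 2 fell and 1, 1 and 0 rose after EPZ5676, MI-2-2 and iBET, the iBET list with a camera adjusted p of 0.0461, an adjusted p = 0.284 with an estimated correlation and 3 adjusted over the list alone, a camera call that ended without any EPZ5676, MI-2-2 or iBET library. Of 3 stromal cell genes 2 and 2 rose after EPZ5676 and MI-2-2 and 1 fell after iBET (edgeR). For EPZ5676 and MI-2-2 camera did not call these lists. Its adjusted p was 0.336 and 0.337 for mast cell, 0.559 and 0.804 for B cell, 0.892 and 0.731 for T and NK cell, and 0.115 and 0.249 for stromal cell genes.

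Immediate early genes rose with EPZ5676 (10 of 18, and 1 fell, 3 without DMSO replicate 1) and MI-2-2 (12, and 2 fell), with Atf3, a stress-response factor, at log2 2.99 ± 0.306 and 3.12 ± 0.307 (edgeR adjusted p of 0.000696 or less). Camera adjusted p was 0.000246 and 2.06e-05, and the adjusted p = 0.337 and 0.257 with an estimated correlation, 11 and 13 rising adjusted over the list alone. After iBET 2 rose, calls that ended without iBET replicate 2 and grew in number without DMSO replicate 1. Of 26 hematopoietic transcription factor genes 15 rose and 4 fell after EPZ5676 and 15 rose and 5 fell after MI-2-2, with Id2, an inhibitor of differentiation factors, at 4.53 ± 0.328 and 3.88 ± 0.319 (edgeR adjusted p of 0.000393 or less). Camera adjusted p was 0.00263 and 0.00558, and the adjusted p = 0.214 and 0.214 with an estimated correlation, 15 and 16 rising adjusted over the list alone. Both camera calls ended without DMSO replicate 1 (0.132 and 0.215). The falls were 7 after EPZ5676 without DMSO replicate 1 and 3 after MI-2-2 without MI-2-2 replicate 2. After iBET 1 fell (6 without DMSO replicate 1) and 4 rose, Rara, the retinoic acid receptor, among them at 1.85 ± 0.278 (edgeR adjusted p of 0.00792, lost without either iBET library), and the rises were 1 without either MM-401 library and 0 without either iBET library. Of 40 cell adhesion genes 16 rose and 2 fell after EPZ5676, 18 rose and 4 fell after MI-2-2 and 4 moved each way after iBET. The iBET rises were 12 without DMSO replicate 1, 7 without DMSO replicate 2 and 1 and 0 without iBET replicate 1 and 2, and its falls 11 without DMSO replicate 1 and 1 without iBET replicate 2. Cd9, a tetraspanin, stood at 3.81 ± 0.409 and 3.60 ± 0.406 (edgeR adjusted p of 0.000858 or less). Camera adjusted p of the adhesion list was 0.000173 and 0.000296, and the adjusted p = 0.214 and 0.214 with an estimated correlation, 17 and 18 rising adjusted over the list alone, and the falls were 9 and 9 without DMSO replicate 1, 2 and 1 after MI-2-2 without MI-2-2 replicate 1 and 2, and 9 and 7 with total counts scaling.

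Of 18 ETS family genes 2 rose and 2 fell after iBET, Erg and Ets1 being the falls, the latter at log2 −1.19 ± 0.271 (edgeR adjusted p of 0.0272, lost without either iBET or either MM-401 library). Ets1 rose by 1.76 ± 0.273 after EPZ5676 and 1.55 ± 0.272 after MI-2-2 (edgeR adjusted p of 0.00381 or less), where 7 and 6 of the family rose, 3 after MI-2-2 without MI-2-2 replicate 2, and 3 and 1 fell, 1 after EPZ5676 without EPZ5676 replicate 2 and 3 after MI-2-2 without DMSO replicate 1. The EPZ5676 rises were 4 with total counts scaling. The iBET rises ended without iBET replicate 1 and grew in number without DMSO replicate 1. Of 20 p53 target genes 6 rose and 3 fell after EPZ5676, 6 rose and 3 fell after MI-2-2 and 0 passed after iBET or MM-401. Plk2, a stress kinase, rose by 3.13 ± 0.422 and 3.89 ± 0.432 (edgeR adjusted p of 0.00155 or less). For EPZ5676 and MI-2-2 camera did not call the ETS, p53 or Bcl2 family lists. Its adjusted p was 0.265 and 0.244, 0.185 and 0.0951, and 0.222 and 0.244. After MM-401 Phlda3 and Zmat3, which p53 switches on, were at 2.66 ± 0.537 and 1.28 ± 0.261, the p53 list had a camera adjusted p of 6.13e-05 and an adjusted p = 0.337 with an estimated correlation, and 6 rose adjusted over the list alone. That call ended without DMSO replicate 2, with a camera adjusted p of 0.144 and a median of 0.06 in place of 0.35. Without DMSO replicate 1 edgeR called 7 of these rises after MM-401, 10 after EPZ5676, 10 after MI-2-2 and 6 after iBET, and the falls after EPZ5676 and MI-2-2 were 0 without replicate 2 of the inhibitor. Of 17 Bcl2 family genes 4 rose after EPZ5676, 4 after MI-2-2 and 2 after iBET, where 4 fell, against 2 falls each with EPZ5676 and MI-2-2, and Mcl1, a survival factor, stood at 1.10 ± 0.141 and 1.13 ± 0.141 (edgeR adjusted p of 0.00132 or less). The MI-2-2 rises were 7 without DMSO replicate 2, the iBET rises 4 without DMSO replicate 1, and the iBET falls 2 without either MM-401 library or EPZ5676 replicate 2, 1 without iBET replicate 1 and 0 without iBET replicate 2. Of 11 reference genes 2 rose and 2 fell after EPZ5676, 2 rose and 5 fell after MI-2-2 and 1 rose after iBET, while Gapdh was at 0.00 ± 0.257 and 0.20 ± 0.256. Those falls were 4 after EPZ5676 without DMSO replicate 1 or with total counts scaling, and after MI-2-2 2 without DMSO replicate 2 or MI-2-2 replicate 1 and 0 without MI-2-2 replicate 2.

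After MM-401 the 77 ribosomal protein genes had a median of −0.27, a camera adjusted p of 1.88e-10 and an adjusted p = 0.337 with an estimated correlation, with 22 falls adjusted over the list alone and 0 over all genes in edgeR (7 without DMSO replicate 1). After iBET 4 fell, 12 without DMSO replicate 1 and 0 without any MM-401, EPZ5676 or iBET library. Interferon and lysosome lists had camera adjusted p of 0.0012 and 0.00655 after MM-401 with medians of 0.35 and 0.27, and an adjusted p = 0.545 and 0.649 with an estimated correlation, with 0 and 0 rises adjusted over the list alone. Both calls ended without DMSO replicate 2, with camera adjusted p of 0.389 and 0.576 and medians of 0.14 and 0.12, and without DMSO replicate 1 edgeR called 5 and 3 rises. After iBET 4 cell cycle genes fell, with a camera adjusted p of 0.00668, an adjusted p = 0.218 with an estimated correlation and 4 adjusted over the list alone, and the falls were 12 without DMSO replicate 1, 7 without DMSO replicate 2, 2 without either MI-2-2 library and 0 without any MM-401 or iBET library. The camera call ended without DMSO replicate 2 (0.144).

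The paper states that myeloblast differentiation was plain after MM-401 and not after the other inhibitors. Neutrophil genes had a median log2 fold change of 4.75 after EPZ5676 and 4.70 after MI-2-2, against 1.20 after MM-401 and −1.20 after iBET (−0.15 without DMSO replicate 1), and monocyte genes 3.43 and 3.58 against 1.25 and 0.23. Without DMSO replicate 2 the neutrophil medians were 4.24 and 4.07 against 0.65 and −1.89. The monocyte medians there were 4.40 and 4.55 against 1.40 and 0.63. In direct contrasts edgeR put 18 of the neutrophil genes lower with MM-401 than with EPZ5676 and 17 lower than with MI-2-2, and 11 higher with MM-401 than with iBET. Cell morphology is not analysed here.

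The log2 ratios printed in Table S3 of the paper were compared with ratios of CPM. Values for 116 genes of MM-401, 332 of EPZ5676, 323 of MI-2-2 and 204 of iBET matched once. Correlation with the mean of both DMSO libraries as control was 0.999 for MM-401, EPZ5676 and MI-2-2 and 0.998 for iBET. The printed values lay above those ratios by a median of 0.184 for EPZ5676 and 0.178 for MI-2-2, and the median size of the gap was 0.020 and 0.030 with TMM scaling. With DMSO replicate 1 alone the correlation was 0.342 for MM-401 and 0.753 for iBET, and with DMSO replicate 2 alone 0.911 and 0.881.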
